# ChREBP**β** is dispensable for the control of glucose homeostasis and energy balance

**DOI:** 10.1172/jci.insight.153431

**Published:** 2022-02-22

**Authors:** Emeline Recazens, Geneviève Tavernier, Jérémy Dufau, Camille Bergoglio, Fadila Benhamed, Stéphanie Cassant-Sourdy, Marie-Adeline Marques, Sylvie Caspar-Bauguil, Alice Brion, Laurent Monbrun, Renaud Dentin, Clara Ferrier, Mélanie Leroux, Pierre-Damien Denechaud, Cedric Moro, Jean-Paul Concordet, Catherine Postic, Etienne Mouisel, Dominique Langin

**Keywords:** Metabolism, Adipose tissue, Carbohydrate metabolism, Obesity

## Abstract

Impaired glucose metabolism is observed in obesity and type 2 diabetes. Glucose controls gene expression through the transcription factor ChREBP in liver and adipose tissues. *Mlxipl* encodes 2 isoforms: ChREBPα, the full-length form (translocation into the nucleus is under the control of glucose), and ChREBPβ, a constitutively nuclear shorter form. ChREBPβ gene expression in white adipose tissue is strongly associated with insulin sensitivity. Here, we investigated the consequences of ChREBPβ deficiency on insulin action and energy balance. ChREBPβ-deficient male and female C57BL6/J and FVB/N mice were produced using CRISPR/Cas9-mediated gene editing. Unlike global ChREBP deficiency, lack of ChREBPβ showed modest effects on gene expression in adipose tissues and the liver, with variations chiefly observed in brown adipose tissue. In mice fed chow and 2 types of high-fat diets, lack of ChREBPβ had moderate effects on body composition and insulin sensitivity. At thermoneutrality, ChREBPβ deficiency did not prevent the whitening of brown adipose tissue previously reported in total ChREBP-KO mice. These findings revealed that ChREBPβ is dispensable for metabolic adaptations to nutritional and thermic challenges.

## Introduction

In mammals, ChREBP (carbohydrate responsive element binding protein) is a transcription factor mediating the response to dietary carbohydrates (1, 2). ChREBP is highly expressed in the liver and adipose tissues, where it acts as a master regulator of lipid synthesis. The ChREBP protein contains several functional domains, including nuclear import and export signals and a polyproline region in the C-terminal region. The C-terminal region also contains a DNA-binding basic helix-loop-helix/Zip domain, responsible for ChREBP transcriptional activity through heterodimerization with MLX (Max-like protein X) (3). Serial deletions of the ChREBP protein led to the identification of an evolutionarily conserved domain, the glucose-sensing module (GSM), composed of a low-glucose inhibitory domain (LID) and a transactivation domain called glucose-response activation conserved element (GRACE) (4). The glucose responsiveness of ChREBP is mediated by a dynamic intramolecular inhibition between LID and GRACE, where low glucose concentrations restrain the transcriptional activity of GRACE through the LID, while high glucose releases this inhibition.

In 2012, a variant of ChREBP, termed ChREBPβ, transcribed from an alternative promoter located upstream of the previously known promoter adjacent to exon 1a, was identified in mouse white adipose tissue (5). The ChREBPβ transcript undergoes splicing from exon 1b to exon 2; translation begins at exon 4, leading to a shorter protein (687aa for ChREBPβ vs. 864aa for the full-length ChREBP renamed ChREBPα). Interestingly, a feed-forward mechanism has been suggested that places ChREBPβ under the transcriptional control of ChREBPα. In this scenario, ChREBPα is first activated by glucose metabolism and, in turn, stimulates ChREBPβ expression through a carbohydrate responsive element (ChoRE) in exon 1b, thus amplifying the response to glucose (5). From a structural point of view, ChREBPβ lacks most of the LID domain. Its transcriptional activity has been reported to be independent of glucose concentrations and 20-fold higher than that of ChREBPα (5). In addition, ChREBPβ lacks the N-terminal domain, which, by interacting with 14-3-3 proteins, involves cytosolic sequestration and therefore protein stability (6).

A central role for adipose ChREBPβ isoform in insulin sensitivity was suggested in different models of obesity and glucose intolerance where expression of ChREBPβ in white adipose tissue strongly correlates with lipogenic activity and systemic insulin sensitivity (5, 7–9). High-fat feeding results in early downregulation of white adipose tissue ChREBPβ during development of obesity (5, 9). In mouse and human adipose tissues, ChREBPβ gene expression is more closely associated with insulin sensitivity than ChREBPα gene expression (5, 7, 9–12). However, variations in ChREBPβ protein levels have not been reported so far.

The differences in induction pattern and transcriptional activity and the link with insulin sensitivity suggest distinct physiological roles of the 2 ChREBP isoforms. While studies suggest that ChREBPβ expression reflects total ChREBP lipogenic activity in white adipose tissue and the liver, the specific contribution of ChREBPβ to metabolic adaptations in vivo is not known (5, 13). Here, we investigated the consequences of ChREBPβ deficiency on insulin action and energy balance. The lack of ChREBPβ was studied in male and female mice from 2 genetic backgrounds, C57BL6/J and FVB/N. Whole-body and tissue characterizations were performed in mice fed chow and high-fat diets. The effect of housing temperature was also studied.

## Results

We used CRISPR/Cas9-mediated gene editing, which recently emerged as an efficient technology to generate gene KO mouse models to produce ChREBPβ-deficient mice (14). Compared with homologous recombination in embryonic stem cells, targeted gene editing in one-cell embryos may be more rapid. Electroporation of fertilized oocytes was performed using 2 guide RNAs targeting ChREBPβ-specific exon (Figure 1A) complexed to purified Cas9 protein. The protocol proved highly efficient: one-third to one-half of F0 mice had expected deletion (Supplemental Table 1A; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.153431DS1). Counting from the electroporation day, the first experimental groups composed of F2 mice were obtained in 7 months. ChREBPβ deficiency was induced in C57BL6/J and FVB/N strains to assess the influence of the genetic background on the phenotype. We derived for each of the strains 2 transgenic lines and observed no phenotypic differences between the lines (data not shown). Mice were born at the expected Mendelian ratio. The number of pups per litter was similar in WT and ChREBPβ-deficient mice (Supplemental Table 1B). Examination of pup appearance and growth during lactation and the weaning period did not reveal any gross defect due to the absence of ChREBPβ.

Gene expression analyses in tissues expressing ChREBP showed complete lack of ChREBPβ mRNA in male and female mice (Figure 1B and Supplemental Figure 1, A–C). Quantitation of ChREBP isoform mRNA levels showed that ChREBPβ contributed more to total ChREBP transcripts in adipose tissues than in the liver (Figure 1B and Supplemental Figure 1, A–D). In C57BL6/J and FVB/N male but not female mice with ChREBPβ deficiency, mRNA and protein levels of ChREBPα were increased in brown adipose tissue and unchanged in other tissues (Figure 1, B and C, and Supplemental Figure 1, A–C and E). In male and female mice of the 2 strains, induction of ChREBPβ gene expression during refeeding with glucose in food and water was more pronounced in brown adipose tissue than in white fat pads (Supplemental Figure 1D). The lowest induction was observed in the liver. These profiles were observed in male and female mice from the 2 genetic strains. The rank order of induction is consistent with earlier data suggesting higher induction of ChREBPβ in white fat than in the liver and with the importance of glucose uptake in brown adipose tissue (5, 15–17). In contrast, ChREBPα mRNA levels showed the highest induction in perigonadal fat and the liver. Of note, we failed in detecting a specific band corresponding to ChREBPβ protein (Figure 1C).

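Liver RNA of 31 male C57BL6/J mice was hybridized to one-color Agilent microarrays, with 1 array per mouse and no pooling. On these arrays each gene is read by 1 or more short probes, and the brightness of a spot follows the amount of labeled RNA bound to it. All mice were fasted for 24 hours and refed for 18 hours with 20% glucose in the drinking water. The arrays covered 8 mice lacking ChREBPβ and 8 of their WT littermates. The other line gave 7 mice lacking both ChREBP isoforms and 8 of their WT littermates. The legend of Figure 2 gives 6 to 8 mice per group, and the filter in the Methods counts 32 microarrays. Replicate 3 of the mice lacking both isoforms was not analysed here. The authors deposited the scanner output of Feature Extraction 10.10.1.1, which holds the median pixel intensity of each spot without normalization between arrays, and a table of log2 values after quantile normalization.
The intensities were processed as the Methods describe. Spots found by the software, positive and well above background on at least 26 arrays, or on at least 6 arrays of at least 1 group, were kept. The log2 intensities were quantile normalized over the 31 arrays, and the median was taken of spots with the same probe name. Spots that met the conditions on a single array numbered 35879 to 38612 in mice lacking ChREBPβ (median 37326.5) and 36351 to 38180 in their WT littermates (median 36778.5). In mice lacking both isoforms they numbered 34131 to 37905 (median 36599), and 34979 to 37405 (median 36995.5) in their WT littermates. The number of arrays limits the precision of each value. The 4 groups were fitted together with limma, and p-values were adjusted over all probes by the Benjamini-Hochberg method. The statistics paragraph of the Methods takes P values under 0.05 as significant and refers to the legends for the tests, and the legend of Figure 2 names the Mann-Whitney test without setting the array panel apart. Neither mentions an adjustment for the number of probes. Here an adjusted p under 0.05 from limma was used, and a gene was counted when at least 1 of its probes passed. The arrays lay on 15 slides, of which 13 held more than 1 group, and were scanned on 2 days, each with arrays of all 4 groups.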

To assess the transcriptional consequences of the lack of ChREBPβ in target tissues, transcriptomic analysis using DNA microarrays was performed in parallel in white (perigonadal and inguinal depots) and brown (interscapular depot) adipose tissues and in the liver of C57BL6/J male mice with deficiency in ChREBPβ or in ChREBPα and β isoforms (*Mlxipl*-null mice, here referred to as total ChREBP-KO mice) (18) (Figure 2A). 

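Mlxipl, the gene of both ChREBP isoforms, was examined first because it is the gene targeted in both lines. The 3 Mlxipl probes that passed the filter lie on chromosome 5 of mouse build mm9, on the plus strand. Their exons were not assigned here. For probe A_55_P2119957, at 135613705 to 135613764, the log2 signal was 14.64 ± 0.14 (SD, n = 8) in ChREBPβ-deficient mice and 15.09 ± 0.17 (SD, n = 8) in their WT littermates. The difference was -0.45 (standard error 0.07, 95% confidence interval -0.60 to -0.31, limma adjusted p = 0.0152). All 8 ChREBPβ-deficient mice lay below all 8 WT littermates (two-sided exact permutation test, p = 0.000155, the smallest p these groups allow, 0.000466 after adjustment over 6 comparisons). In total ChREBP-KO mice the same probe read 14.12 ± 0.13 (SD, n = 7) against 15.28 ± 0.12 (SD, n = 8), a difference of -1.16 (standard error 0.07, limma adjusted p = 8.05e-13), again with no overlap between groups. Its signal stayed well above background in all 7 total ChREBP-KO mice.
Probe A_55_P2728555, with segments between 135598483 and 135599113, was lower in ChREBPβ-deficient mice by a log2 difference of -0.46, from 11.01 ± 0.41 (SD, n = 8) to 10.56 ± 0.23 (SD, n = 8). This passed a two-sided exact permutation test (p = 0.0143, 0.0214 after adjustment over the 6 comparisons) but not limma's test over all probes (adjusted p = 0.909). The same probe differed by -0.59 in total ChREBP-KO mice (exact permutation p = 0.0014, 0.0028 after adjustment). Probe A_55_P2045158, at 135614195 to 135614252, did not differ in either line, with differences of -0.06 and -0.05 (exact permutation p = 0.369 and 0.353).
The call of Mlxipl in ChREBPβ-deficient mice was close to the threshold. With each array left out in turn the difference stayed between -0.49 and -0.42, and the adjusted p rose to at most 0.0674. Of the alternatives set before the data were examined, scaling to the 75th percentile moved the difference most, to -0.53. The call was lost under several of them, among them slide as a fixed block (-0.52, adjusted p = 0.30) and a fit of the line alone (adjusted p = 0.218).

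**Figure D1:**
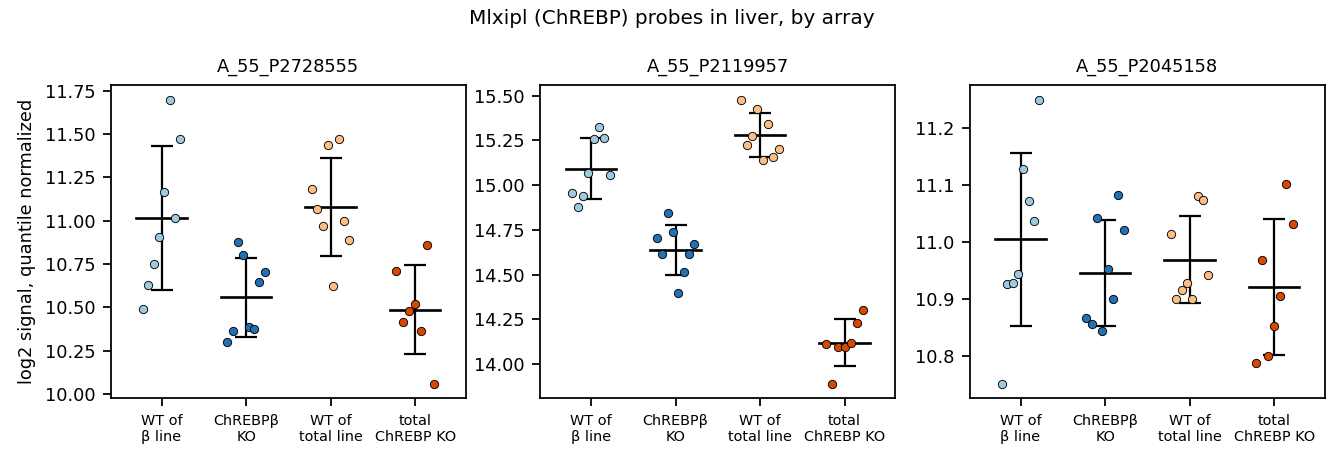
Quantile-normalized log2 signal of the 3 Mlxipl probes in each of the 31 liver arrays, by genotype and line. Points are mice, horizontal lines are means and error bars are SDs. For A_55_P2119957 the ChREBPβ-deficient mice sit between 14.40 and 14.84, below their WT littermates at 14.88 to 15.33.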

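Mlxipl was the only gene called in the liver of ChREBPβ-deficient mice against their WT littermates. With limma, 0 genes were higher and 1 was lower among 23968 gene names. An unadjusted p under 0.05 counted 829 genes higher and 837 lower, and 1796 of 36059 probes (4.98%) fell under it. The exact Mann-Whitney test, the test named in the legend of Figure 2, gave 968 genes higher and 1099 lower at an unadjusted p under 0.05. After Benjamini-Hochberg adjustment it gave 0 in both directions. The smallest exact Mann-Whitney p for 8 against 8 mice is 0.000155. Adjusted over 36059 probes, this test therefore could not call a single gene or a few. With limma, the next smallest adjusted p after that of Mlxipl was 0.182. On simulated arrays with 200 changed probes, this comparison called 90.5% of probes changed 1.5-fold, and 43.5% of probes given a weaker change whose estimates had a median log2 difference of 0.30. The adjustment is stricter with fewer changed probes, so these shares do not hold for a few changed genes.
In total ChREBP-KO mice, 4156 genes were higher and 4087 lower than in WT littermates. Of the 8118 genes called, 125 had probes in both directions. An unadjusted p under 0.05 was reached by 13806 probes (38.3%). Every knockout mouse lay above every WT littermate for 1174 probes and below for 1493, together 7.40% of probes where chance gives 0.0311%. The same was seen for 0.0222% of probes in ChREBPβ-deficient mice, where chance gives 0.0155%. The choice that moved the count in total ChREBP-KO mice most was a fold change of at least 1.5 in addition to the adjusted p, which left 781 genes higher and 973 lower.
Among named genes with no overlap between groups, the largest increase in total ChREBP-KO mice was that of Clec2h, with a log2 fold change of 3.69 (standard error 0.47, limma adjusted p = 3.76e-07). Tmeff2, Dbp, Cib3 and Pcp4l1 followed with 3.51, 3.19, 2.70 and 2.36. Over the alternatives Clec2h ranged from 3.37 to 3.93 and Tmeff2 from 2.74 to 4.37, so which of them is first depends on the processing. Dbp varied widely between mice of the other line, and its standard error was 0.99. The largest decrease was that of Rgs16, at -6.37 (standard error 0.55, limma adjusted p = 3.65e-10), followed by Pnpla5 at -5.74, Gm35986 at -5.56, Gm30692 at -4.97 and Atp2b2 at -4.96. Pnpla5 was well above background in 3 of 7 total ChREBP-KO mice and Gm30692 in 5 of 7. The size of the Pnpla5 decrease therefore depends on the treatment of background, with -7.75 for the processed signal and -4.48 after normexp correction. Sizes also depend on the probe. A second probe gave a smaller called change for Pnpla5 (-2.43, well above background in 7 of 7 total ChREBP-KO mice), Atp2b2 (-3.06), Cib3 (1.23) and Pcp4l1 (0.77). The second Dbp probe, at 3.05, was close to the first. The order of these genes is therefore not fixed. In ChREBPβ-deficient mice these 10 genes differed by between -0.30 and 0.61, and none was called.

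**Figure D2:**
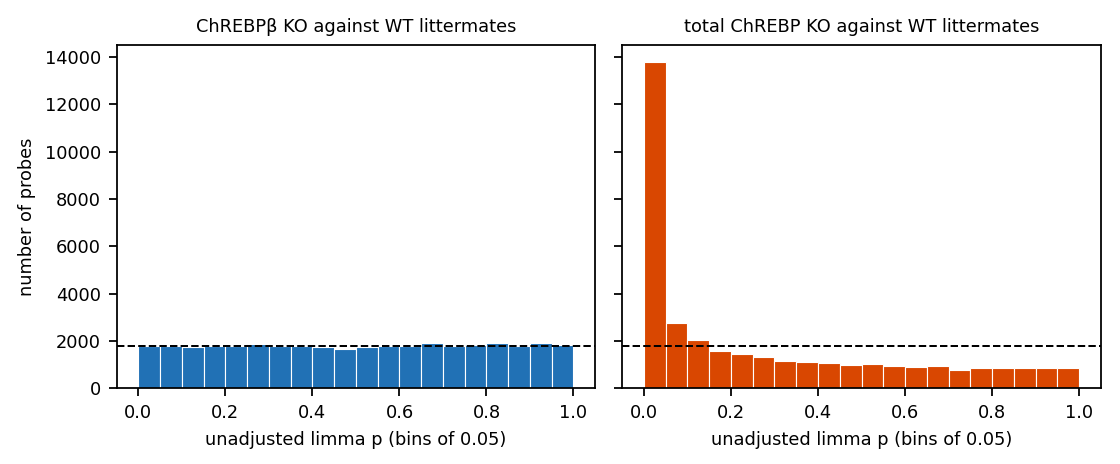
Histogram of unadjusted limma p-values of the 36059 probes, in bins of 0.05, for ChREBPβ-deficient (left) and total ChREBP-KO mice (right) against their WT littermates. The dashed line is the number of probes per bin for evenly spread p-values. The lowest bin holds 1796 probes on the left and 13806 on the right.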

Unexpectedly, in the liver and white adipose tissues, no significant change in gene expression was observed when ChREBPβ was lacking, whereas, as expected, multiple genes and pathways were regulated in total ChREBP-KO mice (Figure 2A and Supplemental Figure 2A). In brown adipose tissue, 63 and 73 genes were, respectively, upregulated and downregulated in ChREBPβ-deficient versus WT mice (Figure 2A). A majority of these genes were also regulated in brown adipose tissue of total ChREBP-KO mice. Eighteen upregulated and 7 downregulated genes may be specific to the absence of ChREBPβ compared with lack of the 2 ChREBP isoforms (Figure 2A and Supplemental Table 2). Of note, the number of genes regulated in brown adipose tissue of ChREBPβ-deficient mice represents less than 5% of the number of genes regulated in brown adipose tissue of total ChREBP-KO mice (Figure 2A). Because ChREBP is known to be a master regulator of de novo lipogenesis, we further probed the effect of ChREBPβ deficiency through measurements of cognate mRNA and protein levels in the liver and adipose tissues of male and female C57BL6/J and FVB/N mice. In mice refed after a fasting period to favor induction of de novo lipogenesis, ChREBPβ deficiency induced impairment in mRNA and protein expression chiefly in brown adipose tissue (Figure 2, B and C, and Supplemental Figure 2, B–D). In fasting conditions, lack of ChREBPβ affected expression of de novo lipogenesis genes mainly in brown adipose tissue, suggesting that ChREBPβ may play a role in the maintenance rather than induction of gene expression by glucose (Supplemental Figure 3, A and B). The number of genes and magnitude of mRNA level changes in brown adipose tissue are much lower in mice lacking ChREBPβ than in total ChREBP-KO mice. Altogether, the data suggest that ChREBPβ plays no significant role in white adipose tissue and liver gene expression.

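On the liver arrays, the de novo lipogenesis genes of Figure 2B were read by 13 probes, and for each gene the probe with the highest mean signal is given first. The Fasn log2 signal was 17.64 ± 0.42 (SD, n = 8) in ChREBPβ-deficient mice and 17.44 ± 0.37 (SD, n = 8) in WT littermates, a difference of 0.20 (standard error 0.18). In total ChREBP-KO mice it was 14.65 ± 0.34 (SD, n = 7) against 17.81 ± 0.37 (SD, n = 8), a difference of -3.16 (standard error 0.19, limma adjusted p = 2.05e-13). Scd1 differed by 0.38 (standard error 0.35) in ChREBPβ-deficient mice and by -3.24 (standard error 0.36, adjusted p = 3.90e-08) in total ChREBP-KO mice. One total ChREBP-KO mouse, replicate 5, lay far below the others for Scd1, and without it the difference was -2.82. The values for Elovl6 were 0.13 (standard error 0.32) and -3.68 (standard error 0.33, adjusted p = 5.84e-10). For Srebf1 they were 0.17 (standard error 0.13) and -0.91 (standard error 0.14, adjusted p = 5.38e-06).
The 6 Acaca probes differed by 0.03 to 0.11 in ChREBPβ-deficient mice and by -1.54 to -2.48 in total ChREBP-KO mice. The sign of the small Acaca difference in ChREBPβ-deficient mice for probe A_55_P2019058 changed under 75th-percentile scaling, with slide as a fixed block and without any of 5 single mice, and that of Elovl6 changed without 1 mouse. Srebf2 did not differ for probe A_55_P2740132 (0.05 and -0.01, the latter changing sign under normexp background correction and without any of 6 single mice). For probe A_51_P377508 it differed by -0.13 in ChREBPβ-deficient mice and was higher by 0.28 in total ChREBP-KO mice (limma adjusted p = 0.0427). In ChREBPβ-deficient mice 12 of the 13 probes were higher and none was called, with limma p-values between 0.731 and 0.862 when adjusted over the list alone. Of the 6 genes, 5 were called lower in total ChREBP-KO mice and Srebf2 higher. The Srebf2 call was lost without any of 9 single mice and under 6 other alternatives, while the 5 lower genes stayed called. Adjusted over the list alone, the same 6 genes passed, Srebf2 by 1 of its 2 probes.
A list of 23 ChREBP target genes was also examined as a set. Its 44 probes had a median log2 difference of 0.11 in ChREBPβ-deficient mice, and 39 of them were higher. The set was called higher by camera with a preset correlation of 0.01 (adjusted p = 0.00807) and was not called by fry (adjusted p = 0.748). It also lost its call under camera without any of 4 single mice of the line. In total ChREBP-KO mice its median was -2.07 (camera adjusted p = 1.57e-37, fry adjusted p = 7.59e-12). The probes called in total ChREBP-KO mice were not shifted as sets in ChREBPβ-deficient mice. The 5229 called higher had a median difference of 0.0088 there and the 5248 called lower a median of 0.00085, and neither set was called by camera or fry. Of these 10477 probes, 52.1% had the same sign in both lines.
The paper sets liver and white fat, where its arrays showed no significant change without ChREBPβ, beside brown adipose tissue, where it reports fewer and smaller changes than in total ChREBP-KO mice. It also reports mRNA and protein measurements of de novo lipogenesis genes, which were not analysed here. From these data together it proposes that ChREBPβ has no significant part in gene expression of liver and white fat.

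**Figure D3:**
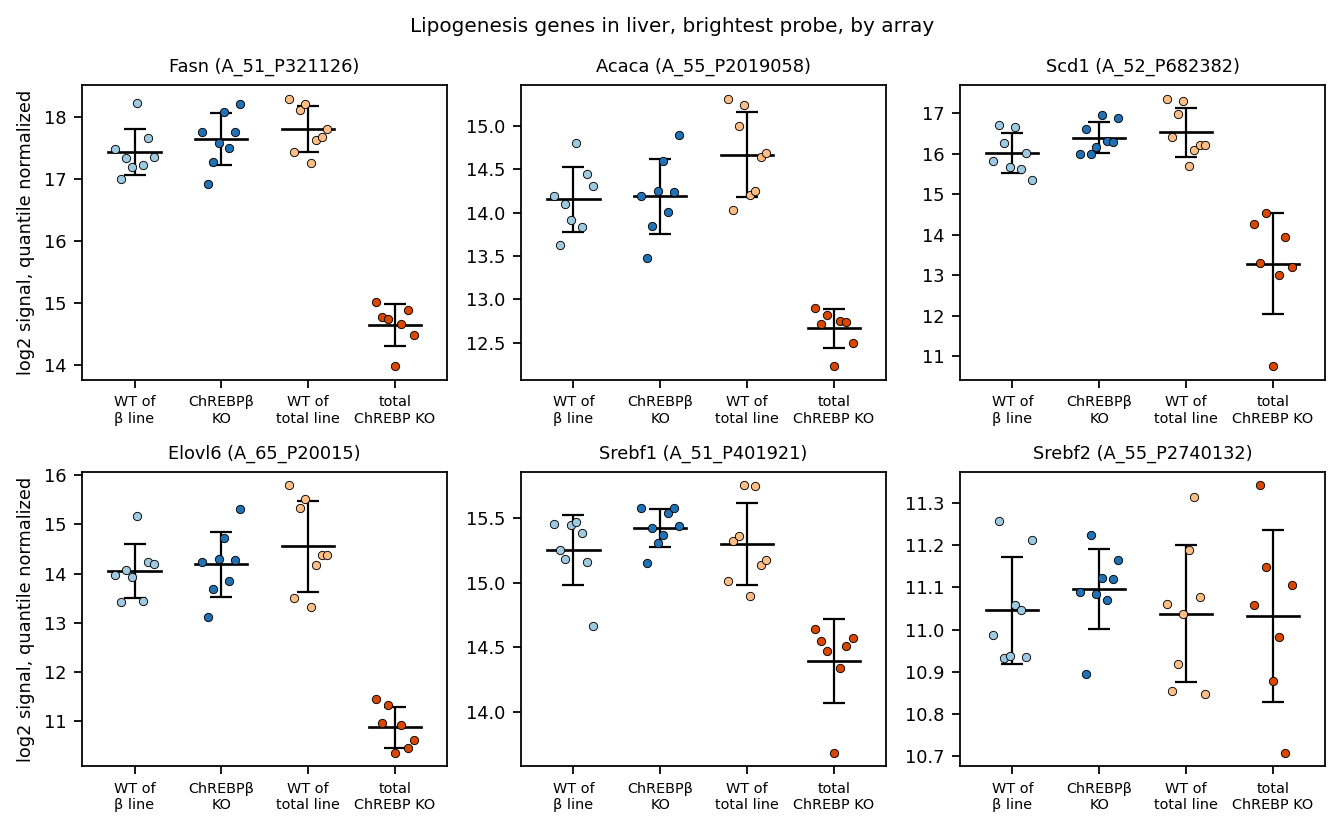
Quantile-normalized log2 signal of 6 de novo lipogenesis genes in each of the 31 liver arrays, by genotype and line, 1 probe per gene. Points are mice, horizontal lines are means and error bars are SDs, and the axes do not start at 0. Total ChREBP-KO mice lie below all WT littermates for every gene but Srebf2, and Scd1 of replicate 5 is at 10.75.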

Given that combined deficiency in ChREBPα and β results in alterations of metabolic traits, we next addressed the functional consequences of the lack of ChREBPβ on energy balance and glucose homeostasis. In mice fed a chow diet, body weight and lean and fat mass were not different between genotypes in male and female C57BL6/J and FVB/N mice (Figure 3A, Supplemental Figure 4A, and Supplemental Figure 5, A and B). The higher weight of perigonadal and inguinal white adipose tissues was only observed in C57BL6/J male mice (Figure 3A). No difference was observed during insulin and glucose tolerance tests except for a genotype effect in female C57BL6/J mice with a maximum of 20% difference in glycemia during the insulin tolerance test (Figure 3, B and C, Supplemental Figure 4, B and C, and Supplemental Figure 5, C and D). Regarding the latter group, the difference between the 2 curves was no longer significant when data were expressed as a percentage of glucose levels at the beginning of the test (data not shown). Concerning plasma parameters, glucose and insulin levels in fasting and refeeding conditions were similar except for the higher plasma insulin levels seen in refeeding conditions in male and female C57BL6/J mice (Figure 3D and Supplemental Figure 4D, and Supplemental Figure 5, E and F). There were no marked genotype differences in blood lipid parameters in male and female mice of the 2 genetic strains (Figure 3E, Supplemental Figure 4E, and Supplemental Figure 5, G and H). No difference was seen in liver triglyceride levels except for male C57BL6/J mice (Figure 3F, Supplemental Figure 4F, and Supplemental Figure 5, I and J). These data showed that ChREBPβ is not required to maintain body composition and glucose homeostasis in mice fed a chow diet.

To unravel the potential role of ChREBPβ in pathophysiological conditions, ChREBPβ-deficient mice were subjected to nutritional and thermic challenges. Feeding a high-fat, high-sucrose diet (32% fat, 51% carbohydrates containing 50% sucrose) for 12 weeks resulted in lower body weight and fat mass in female C57BL6/J mice but not in male and female FVB/N mice lacking ChREBPβ compared with WT littermates (Figure 4A and Supplemental Figure 6, A and B). Glucose and insulin tolerance tests showed no genotype effect (Figure 4B and Supplemental Figure 6, C and D). Blood glucose, insulin, lipid, and liver triglyceride levels in the 2 genotypes were similar in fasting and refeeding conditions for most of the measurements (Figure 4, C and D, and Supplemental Figure 6, E–J). The few significant differences were not consistently found in the various nutritional conditions or sex and genetic backgrounds investigated in this work. Feeding male C57BL6/J mice a diet with 45% fat for 12 weeks resulted in no difference in body composition and insulin tolerance according to genotype (Figure 5, A and B). Plasma glucose and insulin as well as blood lipid levels were similar in fasting and refeeding conditions (Figure 5, C and D). No difference was seen in liver triglyceride levels (Figure 5E). These phenotypic data on body composition and insulin sensitivity are in agreement with the limited impact of ChREBPβ deficiency on gene expression profiles.

The impairment of de novo lipogenesis in brown adipose tissue of mice with total ChREBP deficiency has been reported to prevent the decrease in mitochondrial oxidative capacity and tissue whitening induced by thermoneutral adaptation (19). Because the highest level of ChREBPβ mRNA expression was observed in brown adipose tissue (Supplemental Figure 1D), we investigated whether ChREBPβ deficiency led to a similar adaptation. WT and ChREBPβ-deficient male C57BL6/J mice were transferred from a housing temperature of 21°C to a thermoneutral condition of 30°C over 6 weeks. Histological analyses revealed similar transition to white adipocyte–like appearance of interscapular brown adipose tissue in WT and ChREBPβ-deficient littermates (Figure 6A). As observed at a housing temperature of 21°C (Supplemental Figure 2D), gene expression of *Fasn* and *Elovl6* was lower in ChREBPβ-deficient mice at 30°C (Figure 6B). However, the changes in de novo lipogenesis gene expression did not translate into differences in the profile of fatty acids composing brown adipose tissue triglycerides (Figure 6C). Genes involved in thermogenesis showed similar expression in the 2 genotypes (Figure 6B). Accordingly, OXPHOS and UCP1 protein levels and mitochondrial DNA content were comparable in the brown fat of WT and ChREBPβ-deficient mice (Figure 6, D and E). Altogether, our data revealed that ChREBPβ deficiency did not influence the involution of brown adipose tissue observed during adaptation to a thermoneutral environment.

## Discussion

The *Mlxipl* gene encodes 2 isoforms. ChREBPα contains the functional domains governing DNA binding, modulation of transactivation, and the highly regulated intracellular trafficking between the cytosol and the nucleus (1, 2). Generated from alternative promoter usage and splicing, ChREBPβ is a shorter protein lacking the N-terminal regions involved in intracellular trafficking and the control of transactivation (5). In human and mouse adipocytes, induction of ChREBPβ gene expression in conditions of increased glucose transport is much higher than for ChREBPα, suggesting an important role for this isoform (5, 8, 12). Opposite to our expectations, we observed mild consequences of a lack of ChREBPβ on ChREBP target gene expression, body composition, and whole-body glucose homeostasis.

CRISPR/Cas9-mediated gene editing recently emerged as an efficient technology to generate gene KO mouse models (14). As homologous recombination in embryonic stem cells is replaced by targeted gene editing in one-cell embryos, it proves remarkably rapid in generating multiple lines of KO mice. Electroporation of fertilized oocytes as shown here further simplifies and speeds up the process with remarkable efficiency. It allows generation of transgenic lines on various genetic backgrounds without costly mouse- and time-consuming backcrossing and favors better compliance to the 3R principles (Replacement, Reduction, and Refinement). Most gene KO models in the metabolism field have been generated in the C57BL6 strain. Various inbred strains show differences in whole-body and tissue responses, so the consequences of gene deficiency may vary between strains and alter conclusions on phenotypes associated with genetic ablation, as exemplified by *Lep*^ob/ob^ mouse studies (20). Therefore, we produced ChREBPβ-deficient mice on C57BL6/J and FVB/N backgrounds because the 2 strains show differences in terms of body composition and metabolic responses to environmental challenges that are dependent on sex (21–23). The consequences of a lack of ChREBPβ were similar in the 2 strains in both sexes, pointing at a moderate impact on systemic insulin action and energy balance.

In male and female mice of the 2 strains, ChREBPβ expression was strongly induced when a fasting period was followed by refeeding. The exquisite sensitivity of ChREBPβ gene expression to glucose, constitutive nuclear localization, and association with insulin sensitivity in humans has been considered as supporting a role for ChREBPβ being a much more potent transcriptional activator than ChREBPα (5, 10–12). However, the data of the current study in ChREBPβ-deficient mice do not support such a role. Deficiency in both ChREBPα and β had a profound impact on gene expression in the tissues tested, whereas parallel DNA microarray analyses showed an impact of ChREBPβ deficiency restricted to a few genes in brown fat. 

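For the liver, the difference between the effects of the 2 deficiencies was tested directly. The change in total ChREBP-KO mice minus the change in ChREBPβ-deficient mice, each against its own WT littermates, was positive for 2115 genes and negative for 2302 at a limma adjusted p under 0.05. Of the 4386 genes called, 31 had probes in both directions. With each array left out in turn, these counts ranged from 1833 to 2248 and from 2088 to 2464. Among the alternatives of signal, scaling, filter and block, the lowest counts came with slide as a fixed block (1512 and 1703) and with a filter requiring all arrays (1627 and 1694). A fold change of at least 1.5 in addition to the adjusted p left 621 and 922. The difference of log2 changes for Fasn was -3.36 (standard error 0.26, limma adjusted p = 3.57e-10), that of Scd1 was -3.62 and that of Elovl6 was -3.82. Srebf1 differed by -1.08 (adjusted p = 0.000138). Neither Srebf2 probe passed, at 0.41 (adjusted p = 0.0569) and -0.06. For Dbp the difference of 2.58 had a standard error of 1.37 and an adjusted p of 0.224, so its effect was not shown to differ between the lines. Even Mlxipl, which was lower in both lines, changed more in total ChREBP-KO mice for probe A_55_P2119957, with a difference of -0.70 (standard error 0.10, adjusted p = 1.11e-05).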

Direct measurements of known targets of ChREBP involved in de novo lipogenesis confirmed a limited impact at mRNA and protein levels, chiefly observed in brown adipose tissue. Our in vivo data are coherent with a model where ChREBPβ is a weak transactivator as suggested in vitro (24, 25). In the context of massive overexpression, ChREBPβ, which can freely enter the nucleus may, however, exert a transactivation capacity. However, as reported by others, we failed to detect the ChREBPβ protein through Western blot analysis in mouse tissues, suggesting very low levels of endogenous expression in vivo (9, 26).

The limited impact of ChREBPβ deficiency was also seen on energy balance and insulin sensitivity. Combined deficiency in ChREBPα and β results in metabolic alterations that are not observed when only ChREBPβ is lacking. Total ChREBP-KO mice have lower amount of gonadal white adipose tissue than WT littermates (27). Phenotypic differences between global ChREBP and ChREBPβ-selective deficiency are exacerbated when investigating glucose homeostasis and insulin sensitivity. The impaired glucose and insulin tolerance reported in total ChREBP-KO mice was not found in ChREBPβ-deficient mice (28). Whereas adipose- and liver-specific ablations of both ChREBPα and β alter insulin sensitivity in mice fed chow and high-fat diets, we found no modification of insulin and glucose tolerance in ChREBPβ-deficient mice regardless of sex, genetic strain, or diet (29, 30).

Because the highest level of ChREBPβ mRNA expression was observed in brown adipose tissue, we performed further analyses on this tissue. ChREBPβ deficiency did not influence the involution of brown adipose tissue observed during adaptation to a thermoneutral environment. In contrast, the absence of ChREBPα and β results in inhibition of fatty acid synthesis in brown adipose tissue, preventing whitening of the tissue (19). The impairment of de novo lipogenesis in mice with global ChREBP deficiency results in preservation of mitochondrial mass and function during transition from a housing temperature of 21°C to 30°C. Brown fat from ChREBPβ-deficient mice showed similar fatty acid profiles, triglyceride amount, and mitochondrial protein and DNA levels as WT littermates, indicating unaltered involution of brown adipose tissue at thermoneutrality.

This study has limitations. For the in vivo investigation of ChREBPβ deficiency, ablation was performed in all tissues expressing the transcription factor. It cannot, therefore, be excluded that different actions in tissues expressing ChREBPβ result in compensatory mechanisms and the mild phenotype reported here. However, experiments performed in multiple genetic, sex, and environmental conditions potentially engaging ChREBPβ did not support a major role in these adaptations. After other nutritional challenges, such as high fructose or alcohol intake, it may be envisaged that ChREBPβ contributes more to ChREBP transcriptional activity than in the conditions reported here (13, 31, 32). Finally, identification of factors regulating ChREBPβ protein stability may be required to pave the way for future in vivo investigation of ChREBPβ.

In conclusion, we showed that ChREBPβ, a shorter product of the *Mlxipl* gene, is dispensable in vivo for metabolic adaptations to nutritional and thermic challenges. ChREBPα exerts the predominant role in these adaptations.

## Methods

### Mouse strains and environmental challenges.

C57BL6/J and FVB/N male and female ChREBPβ-deficient and WT littermate mice (Janvier Labs) were used. Mice from several litters were used in each protocol to avoid litter-to-litter variation. Mice were housed at 21°C with food and water provided ad libitum and maintained on a 12-hour light/12-hour dark cycle(8 am–8 pm). Mice were fed either chow (Ssniff V1534); a high-fat, high-sucrose diet (Ssniff E15778-3447); or a 45% high-fat diet (Ssniff E15744-34). In fasting refeeding experiments, mice were fasted for 24 hours followed by refeeding with a diet used prior to fasting and drinking water containing 20% glucose for 18 hours. During thermoneutrality experiments, mice were placed in vented animal cabinets (Noroit A-box EP-20) for 6 weeks at 30°C.

### Generation of ChREBPβ-deficient mice.

One-cell embryos from 2 genetic backgrounds, C57BL6/J and FVB/N (Janvier Labs), were used. Five- to seven-week-old female mice were super-ovulated by i.p. administration of 5 IU of pregnant mare serum gonadotropin (Centravet), followed by an additional i.p. injection of 5 IU human chorionic gonadotropin 42 to 48 hours later (Centravet). Super-ovulated females were mated with adult males and euthanatized at 0.5 dpc. Oviduct were dissected and the ampulla nicked to release zygotes associated with surrounding cumulus cells into a dish of hyaluronidase (Merck-Sigma) in M2 solution (300 μg/mL, Merck-Sigma) under a stereomicroscope. Zygotes were washed 3 times in M2 medium to remove cumulus cells. Zygotes were kept in KSOM (potassium simplex optimization medium) (Merck-Sigma) in a water-jacketed CO_2_ incubator (5% CO_2_, 37°C) until electroporation.

In silico analysis was performed using CRISPOR freeware (http://crispor.tefor.net) (33). A 991 bp sequence containing the 171 bp of *Mlxipl* exon 1b was chosen as target (Figure 1A). Guide RNA (sgRNA) was designed both upstream and downstream of exon 1b. sgRNAs were produced by T7 Hiscribe transcription kit (NEB) and purified by EZNA microelute RNA cleanup kit (Omega Bio-Tek), eluted in approximately 25 μL of RNase-free water, and stored at –80°C. Efficacies of sgRNAs were tested in mouse embryonic fibroblasts using 0.5 μg of SpyCas9-NLS mRNA and 0.5 μg of sgRNA to be tested. After genomic DNA extraction, T7 endonuclease tests were performed on upstream and downstream amplicons.

To remove the entire sequence of *Mlxipl* exon 1b, SpyCas9-NLS was complexed with 2 sgRNAs (Figure 1A). Aliquots of sgRNA were denaturated at 80°C for 2 minutes and then put on ice for 2 minutes before adding the protein. The complex was performed at 1–1.5:1 (sgRNA/Cas9 protein) molar stoichiometry. Cas9 protein and sgRNA were incubated for 10 minutes at room temperature and kept on ice during electroporation.

Repeated pulses of electroporation were delivered by a NEPA 21 electroporator (Sonidel Ltd.) to first create pores in the *zona pellucida* and then favor the intracellular entry of ribonucleoproteins (34). A glass chamber with platinum plate electrodes (CUY520P5, Sonidel Ltd.) was filled with 50 μL of Opti-MEM I reduced serum medium (Thermo Fisher Scientific) or with ribonucleoprotein-containing medium. Between 23 and 48 fresh embryos were aligned in the chamber, taking care to avoid contacts between zygotes and electrodes. Impedance was measured and maintained between 0.5 and 0.54 kΩ by liquid volume adjustment (reducing volume increases impedance). Four “poring pulses” were applied (250 V, 1 ms, interval 50 ms, 10% voltage decay; positive polarity), followed by 5 “transfer pulses” (20 V, 50 ms, interval 50 ms, 40% voltage decay; alternating positive and negative polarity). Zygotes were then transferred into KSOM medium and kept in an incubator until reimplantation into the oviduct of Swiss-CD1 (Janvier Labs) pseudopregnant females (10–15 embryos per female).

### Glucose and insulin tolerance tests.

For glucose and insulin tolerance tests performed around 2 pm, 1 to 2 mg/g body weight of D-(+)-glucose (Sigma-Aldrich) and 0.7 to 1.2 mU/g body weight of insulin (Lilly) were administered (i.p.) to 6-hour fasted mice according to sex, age, diet, and genetic backgrounds (35, 36). Glycemia was checked in blood from the tail vein 30 minutes before glucose injection and then at various times after glucose administration with a Glucotrend Accu-Chek Performa (Roche SAS).

### Blood analyses.

Blood was collected in EDTA tubes through retro-orbital sampling. Except for tolerance tests (see above), blood was collected around 8 am. Mouse plasma glycerol was measured by enzymatic assay (free glycerol reagent, Sigma-Aldrich); plasma nonesterified fatty acid and triglyceride levels were measured using the NEFA C kit (Wako) and TG reagent (Sigma-Aldrich), respectively. Glucose levels were measured using a glucometer (AccuCheck, Roche) or Glucose GOD FS kit (DiaSys). Plasma insulin was measured using an ultrasensitive ELISA kit (ALPCO Diagnostics).

### Gene expression analyses.

Tissues were homogenized in QIAzol buffer (Qiagen) using Precellys tissue homogenizer. Total RNA from tissues was extracted using RNeasy kit (Qiagen). RNA concentration and purity were assessed spectrophotometrically using NanoDrop (DigitalBio).

For each sample, cRNA labeled with Cyanine-3 (Cy3) was prepared from 200 ng of total RNA using the One-Color Quick Amp Labeling kit (Agilent Technologies) according to the manufacturer’s instructions, followed by RNAClean XP (Agencourt Bioscience Corporation) purification. Dye incorporation and cRNA yield were checked using Dropsense 96 UV/VIS droplet reader (Trinean). Next, 600 ng of Cy3-labeled cRNA (specific activity >6 pmol Cy3/μg cRNA) was fragmented at 60°C for 30 minutes in a reaction volume of 25 μL containing 10× Agilent fragmentation buffer and 25× Agilent blocking agent following the manufacturer’s instructions. On completion of the fragmentation reaction, 25 μL of 2× Agilent hybridization buffer was added to the fragmentation mixture and hybridized to SurePrint G3 Mouse GE v2 microarray (8X60K, design 074809, enclosed in Agilent SureHyb-enabled hybridization chambers) for 17 hours at 65°C in a rotating Agilent hybridization oven. After hybridization, microarrays were washed sequentially in wash buffer 1 (Agilent Technologies, 1 minute) and wash buffer 2 (Agilent Technologies, 37°C, 1 minute). Slides were scanned immediately after washing on an Agilent G2505C Microarray Scanner with Agilent Scan Control A.8.5.1 software. The scanned images were analyzed with Feature Extraction Software 10.10.1.1 (Agilent Technologies) using default parameters (protocol GE1_1010_Sep10 and Grid: 074809_D_F_20150624). All subsequent data analyses were done under R (www.r-project.org) using packages of Bioconductor (www.bioconductor.org). Raw data (median of pixel intensity) were imported into R using the read.maimages function from the limma package with the following weight function (assigning a weight of 1 or 0 to each spot): myfunw<-function(x) {okType<-x$ControlType==0; okFoundGreen<-x$gIsFound==1; okPos=x$gIsPosAndSignif==1; okWellAbove<- x$gIsWellAboveBG==1; as.numeric(okType & okFoundGreen & okPos & okWellAbove);}. We selected the spots with a minimal weight of 1 for 26 out of 32 microarrays or with a minimal weight of 6 per group from at least 1 experimental group for each tissue. 

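On the liver arrays, 59305 of the 62976 spots were not controls. This rule kept 38721 of them (65.3%), applied to the 31 arrays analysed here. A total of 29890 spots passed on at least 26 arrays, and 8831 passed only through 6 arrays of 1 group. After the median was taken for the 297 probe names on more than 1 kept spot, 36059 probes remained. All 36057 probes of the authors' deposited table of normalized values were among them. The values differed from that table by between -0.027 and 0.030 on the log2 scale from the 1st to the 99th percentile, with a correlation of 0.999995 across probes and arrays, and 50 values were missing in the table. No kept spot was saturated.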

Data were then stored in an ExpressionSet object and normalized by the quantile method using the normalize.quantiles function from the preprocessCore R library. Replicated probes on the array (identical ProbeName) were resolved by taking the median normalized signal of each set of replicated probes. Pathway analysis was performed using the ENRICHR web-based tool (37–39). Gene expression data from DNA microarray analyses reported in this study have been deposited in NCBI’s Gene Expression Omnibus (GEO GSE179564).

After treatment with DNase I (Invitrogen) and reverse transcription of 1 mg of total RNA with Multiscribe Reverse Transcriptase, real-time quantitative PCR was performed with Fast SYBR Green Master Mix or TaqMan Fast Advanced Master Mix and QuantStudio5 real-time PCR system (Thermo Fisher Scientific). HPRT (hypoxanthine-guanine phosphoribosyltransferase) mRNA was used as control to normalize gene expression. A list of primers is provided in Supplemental Table 3.

### Protein analyses.

Tissues were homogenized in RIPA buffer containing protease and phosphatase inhibitors (Sigma-Aldrich) using a Precellys homogenizer and centrifuged. Supernatants were harvested for determination of total protein concentration. Equal amounts of solubilized proteins were loaded on 4%–20% gradient SDS-PAGE gels (Bio-Rad), blotted onto nitrocellulose membranes, and incubated overnight with primary antibodies, rabbit anti-GAPDH (1:1000, CST, 2118), rabbit anti-ChREBP (1:1000, Novus, NB135), rabbit anti-SCD1 (1:1000, CST, 2794), rabbit anti-FAS (1:1000, CST, 3180), rabbit anti-ACC (1:1000, CST, 3662), mouse anti-OXPHOS (1:1000, Abcam, ab110413), and rabbit anti-UCP1 (1:1000, Abcam, ab10983). Subsequently, immunoreactive proteins were blotted with anti-rabbit or mouse HRP-labeled secondary antibodies for 1 hour at room temperature, revealed by enhanced chemiluminescence reagent (SuperSignal West Femto, Thermo Fisher Scientific), and visualized using ChemiDoc MP Imaging System; data were analyzed using ImageLab 4.2 (Bio-Rad).

### Fatty acid profiles in brown adipose tissue.

Fatty acid composition of brown adipose tissue triglycerides was determined by capillary gas chromatography. Tissue samples were homogenized in methanol/butylated hydroxy toluene (10 mg/L) and stored at –20°C until analysis. Neutral lipids (corresponding to an equivalent of 20 mg tissue) were extracted following the Folch method using chloroform/methanol (2:1 vol/vol), in the presence of the internal standard glyceryl trinonadecanoate (Sigma-Aldrich). The triglyceride fraction was isolated by thin layer chromatography on silica glass plates (Merck) using petrol ether/diethyl ether/acetic acid (80:20:1 vol/vol/vol) as the mobile phase. Separation and quantitation of fatty acid methyl esters generated by transmethylation was achieved on a GC 2030 (Shimadzu) with flame ionization detection (40).

### Hepatic triglyceride content quantitation.

First, 100 mg of crushed liver was resuspended in 500 μL of PBS and lysed using a Precellys tissue homogenizer. The suspension was diluted in absolute ethanol 1:9 and incubated 1 hour under strong shaking at room temperature. After 2 rounds of 20-second centrifugation at 492*g*, the supernatant was collected and triglyceride content was assessed as described in *Blood analyses*.

### Mitochondrial DNA content.

Brown adipose tissue was crushed into powder using a mortar and total DNA was extracted using DNeasy kit (Qiagen) according to the manufacturer’s protocol. Real-time quantitative PCR was performed as described above using *Cox1* primers for mitochondrial DNA and *Ppia* primers for nuclear DNA. Mitochondrial DNA quantitation was calculated as 2ΔCt of the mitochondrial gene *Cox1* using *Ppia* as nuclear housekeeping gene.

### Histology.

Intrascapular brown adipose tissues were fixed with 4% paraformaldehyde in PBS, dehydrated, embedded in paraffin, and cut into 7 mm sections. Sections were stained with H&E using standard protocols.

### Statistics.

Statistical analyses and graphical representations were performed using GraphPad Prism 9. Figure legends contain the description of the statistical test performed for each graphical representation as well as the number of animals used in each experiment (*n*). All results are represented as mean ± SEM. *P* values of less than 0.05 were considered significant. No randomization or blinding was performed.

### Study approval.

Mice were housed and manipulated according to INSERM guidelines and European Directive 2010/63/UE in the local animal care facility (agreements A 31 555 04 and C 31 555 07). Protocols were approved by the French Ministry of Research after review by the local ethical committee (comité d’éthique en expérimentation animale de l’UMS006/CREFRE, CEEA122, Toulouse, France).

## Author contributions

ER, GT, JD, JPC, CP, EM, and DL participated in research design. ER, GT, JD, CB, FB, SCS, MAM, AB, LM, CF, ML, and EM conducted experiments. ER, GT, JD, SCB, CP, EM, and DL performed data analysis and interpretation. ER, JD, CP, and DL drafted the paper. RD, PDD, and CM provided useful advice and edited the paper. CP, EM, and DL supervised the studies. All authors read and approved the final manuscript.

## Supplementary Material

Supplemental data

## Figures and Tables

**Figure 1:**
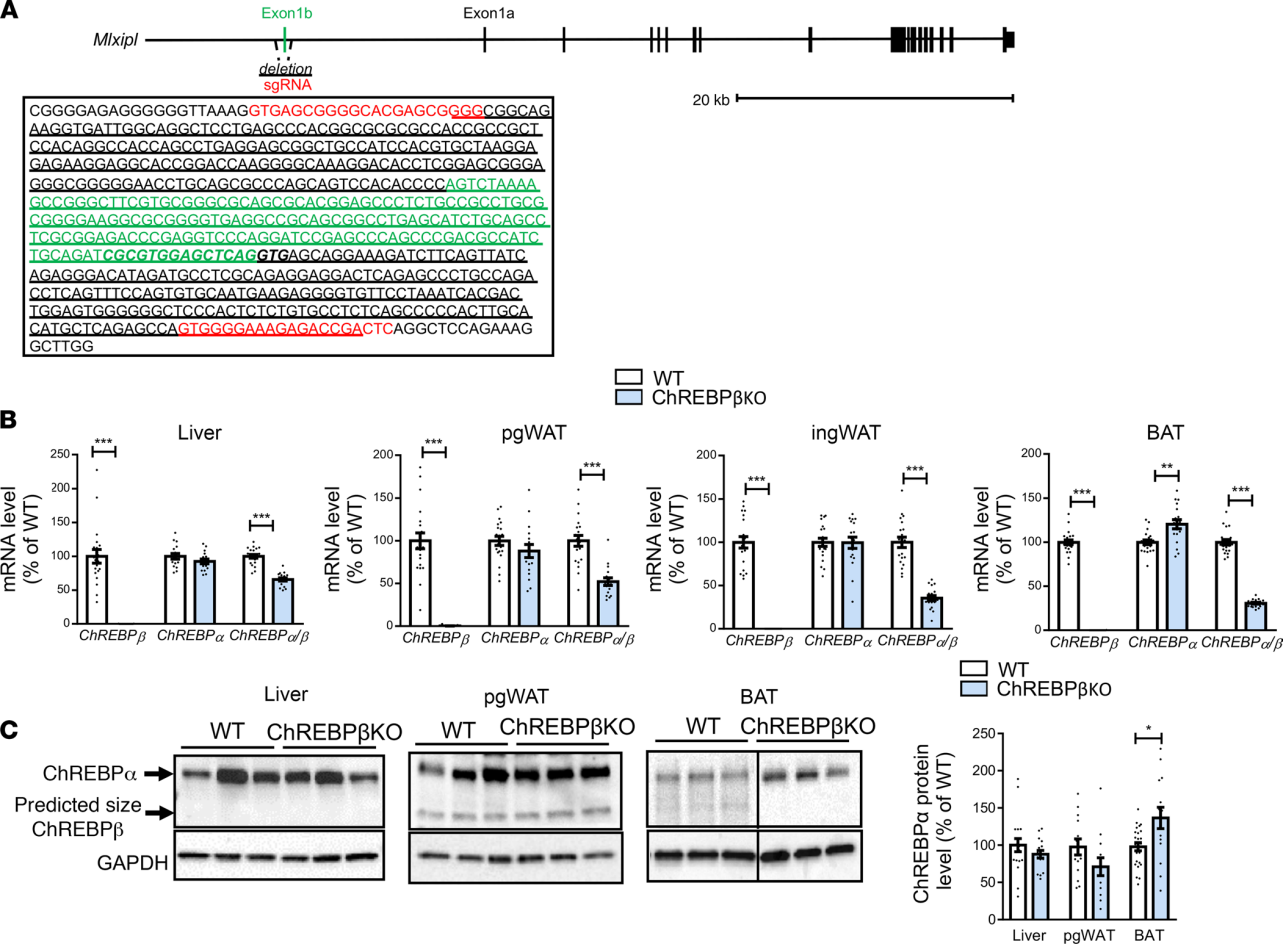
Generation of ChREBPβ-deficient mice. (**A**) Structure of the *Mlxipl* gene. sgRNA sequences are shown in red. Exon 1b sequence is shown in green. Sequence of the carbohydrate responsive element (ChoRE) is italicized and bolded. Deleted sequence is underlined. (**B**) mRNA levels of ChREBP isoforms in liver, perigonadal white adipose tissue (pgWAT), inguinal WAT (ingWAT), and interscapular brown adipose tissue (BAT) of refed C57BL6/J male (*n* = 16–21) mice. (**C**) Representative Western blots and quantitation of ChREBP protein levels in liver, pgWAT, and BAT of refed C57BL6/J male mice (*n* = 12–24). Data are mean ± SEM. Statistical analysis was performed using Mann-Whitney test. *P < 0.05, **P < 0.01, ***P < 0.001.

**Figure 2:**
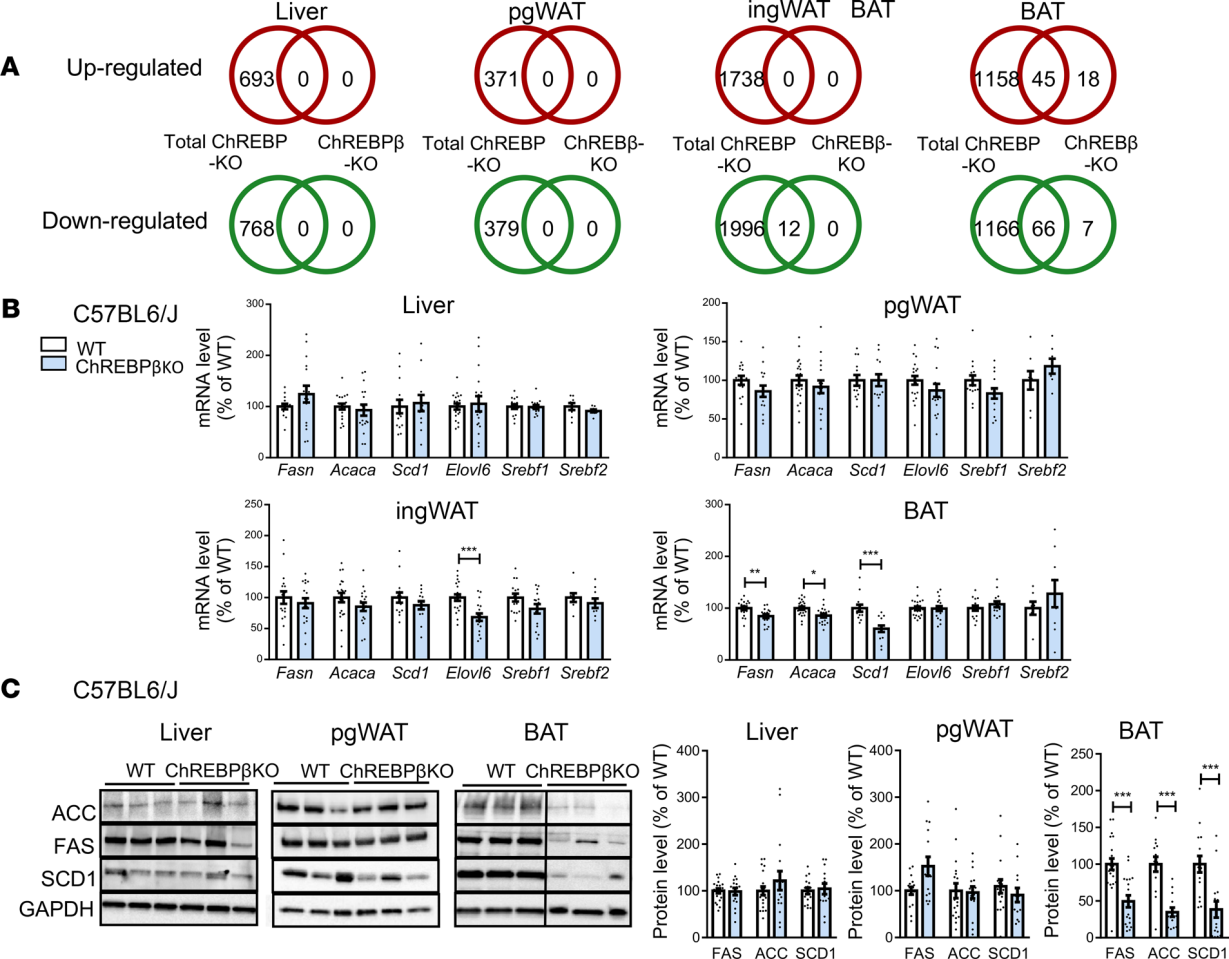
Gene expression profiles in male ChREBPβ-deficient mice. (**A**) Number of regulated genes in the absence of ChREBPβ (ChREBPβ KO) or of ChREBPα and β isoforms (total ChREBP KO) compared with WT in liver, perigonadal white adipose tissue (pgWAT), inguinal WAT (ingWAT), and interscapular brown adipose tissue (BAT) of C57BL6/J refed male mice (*n* = 6–8 per group). (**B**) mRNA levels of de novo lipogenesis genes in liver, pgWAT, ingWAT, and BAT of C57BL6/J mice (*n* = 7–21). (**C**) Representative Western blots and quantitation of de novo lipogenesis proteins in liver, pgWAT, ingWAT, and BAT of C57BL6/J refed male mice (*n* = 12–21). Representative Western blots for pgWAT here and in Figure 1C are from the same experiment. Data are mean ± SEM. Statistical analysis was performed using Mann-Whitney test. *P < 0.05, **P < 0.01, ***P < 0.001.

**Figure 3:**
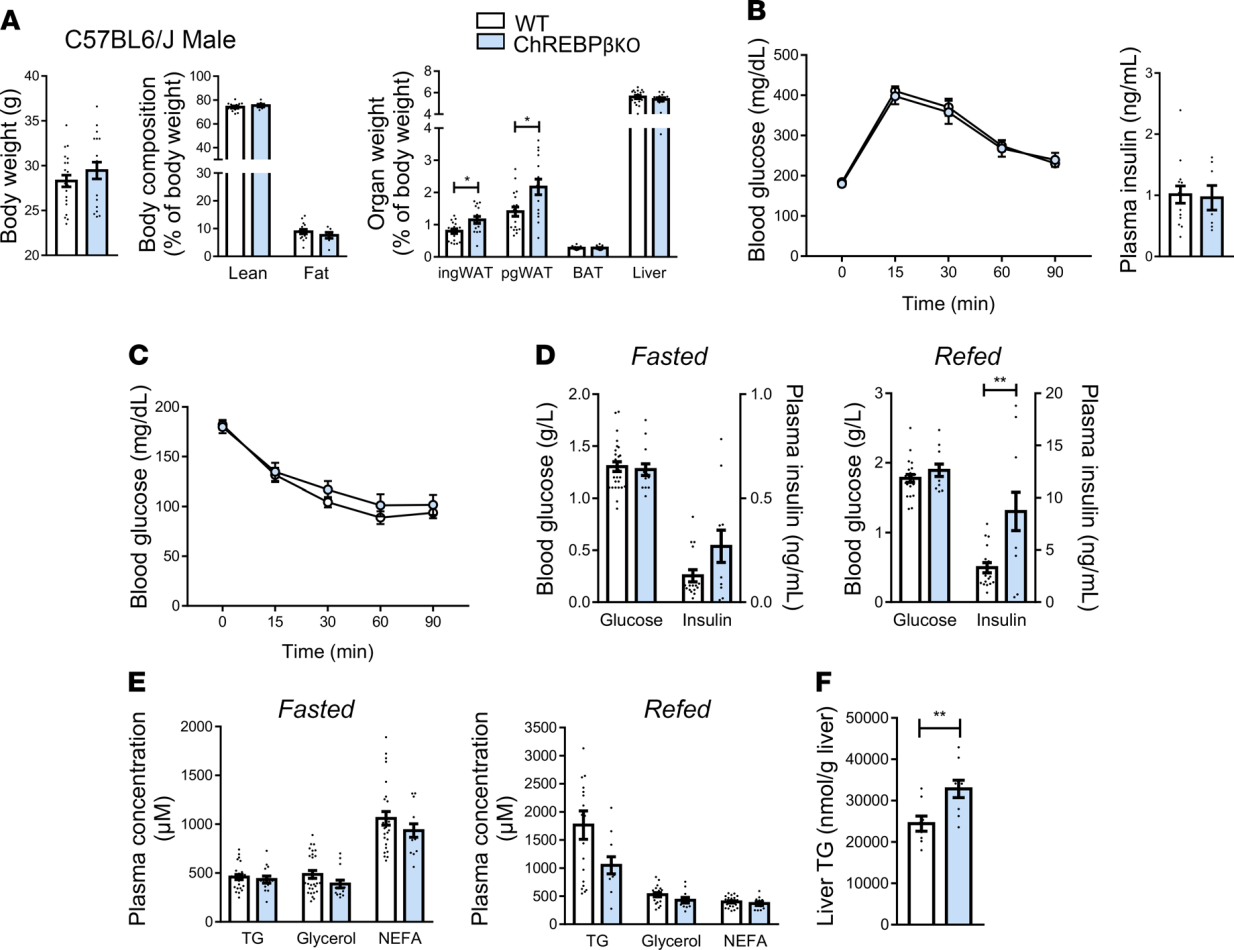
Body composition and glucose homeostasis in male ChREBPβ-deficient mice. (**A**) Body weight, lean and fat mass, and organ weight in male C57BL6/J (*n* = 7–18) mice. (**B**) Glucose tolerance test and blood insulin levels 15 minutes after injection during glucose tolerance tests (*n* = 7–18). (**C**) Insulin tolerance test (*n* = 9–18). (**D**) Blood glucose and insulin levels after 24 hours of fasting (left panels) and 18 hours of refeeding (right panels) (*n* = 11–17). (**E**) Blood lipid levels after 24 hours of fasting (left panels) and 18 hours of refeeding (right panels) (*n* = 11–17). (**F**) Liver triglyceride (TG) levels after 18 hours of refeeding (*n* = 8–9). NEFA, nonesterified fatty acid. Data are mean ± SEM. Statistical analysis was performed using Mann-Whitney test (**A**, **B**, and **D–F**) or 2-way ANOVA with Šídák’s post hoc test (**B** and **C**). *P < 0.05, **P < 0.01.

**Figure 4:**
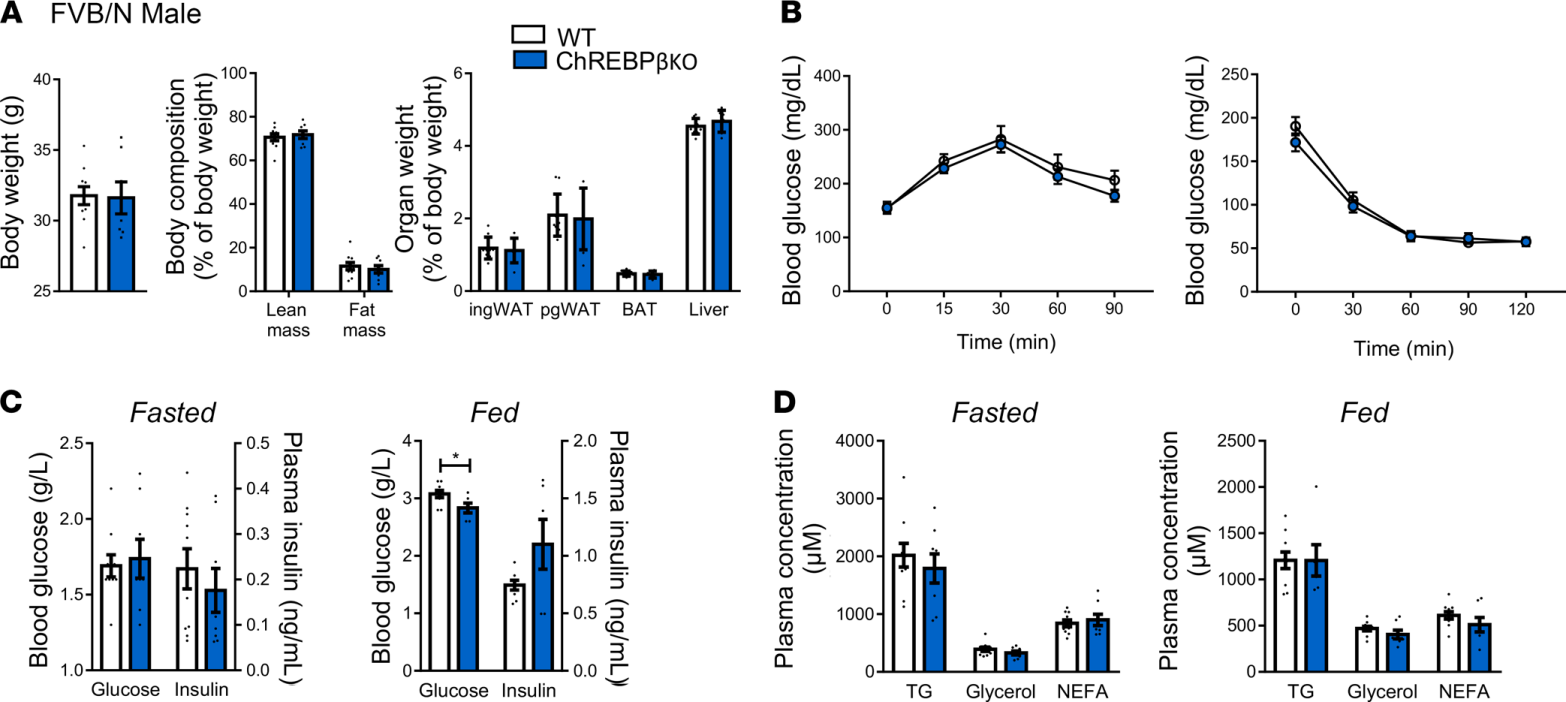
Response of ChREBPβ-deficient mice to high-fat, high-sucrose diet. (**A**) Body weight, lean and fat mass, and organ weight in male FVB/N (*n* = 7–14) mice fed high-fat, high-sucrose diet. (**B**) Glucose (left panels) and insulin (right panels) tolerance tests (*n* = 8–14). (**C**) Blood glucose and insulin levels after 24 hours of fasting (left panels) and 18 hours of refeeding (right panels) (*n* = 6–14). (**D**) Blood lipid levels after 24 hours of fasting (left panels) and 18 hours of refeeding (right panels) (*n* = 6–10). Data are mean ± SEM. Statistical analysis was performed using Mann-Whitney test (**A**, **C**, and **D**) or 2-way ANOVA with Šídák’s post hoc test (**B**). *P < 0.05.

**Figure 5:**
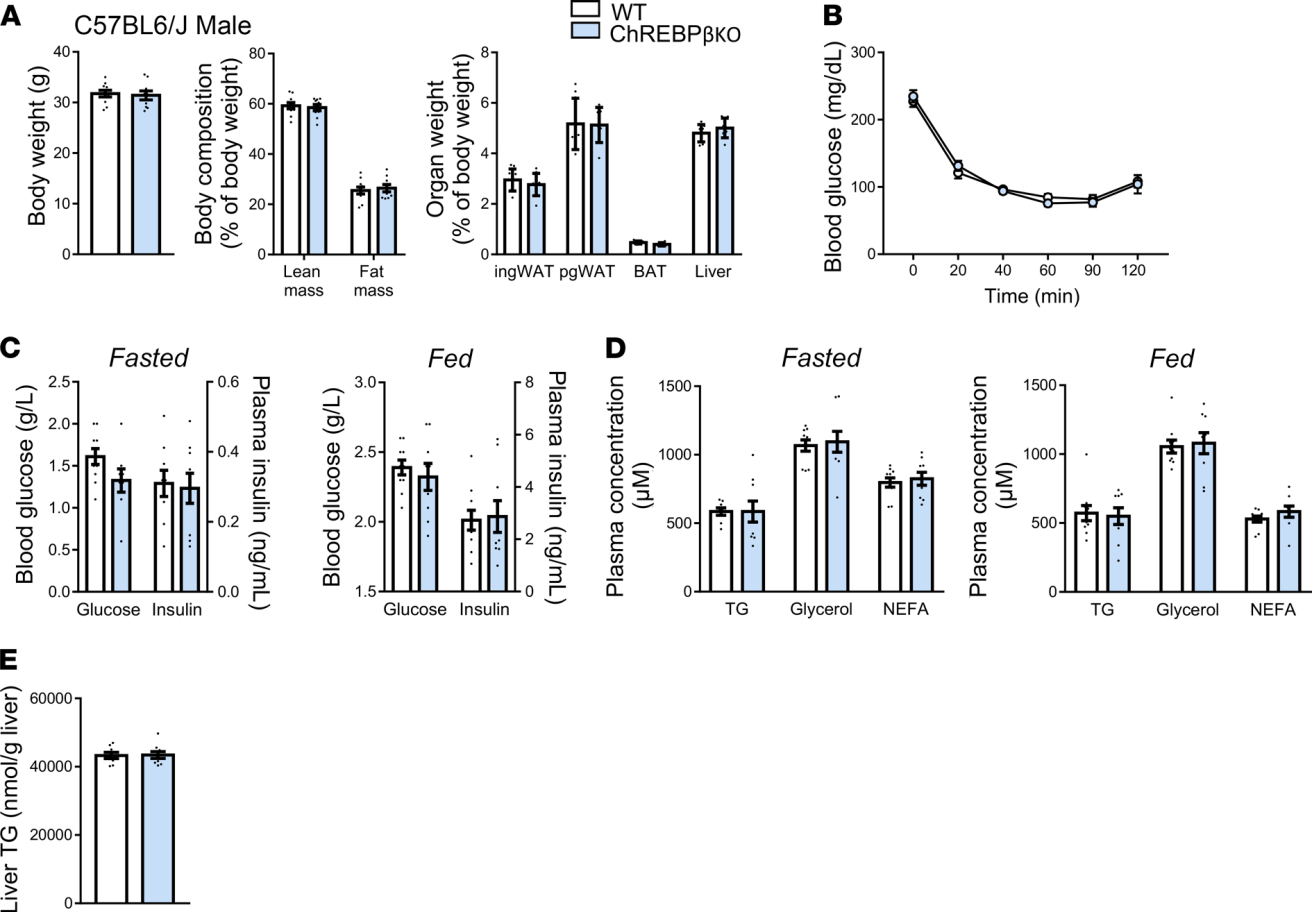
Response of ChREBPβ-deficient mice to high-fat (45%) diet. (**A**) Body weight, lean and fat mass, and organ weight in male C57BL6/J mice (*n* = 9–10). (**B**) Insulin tolerance test (*n* = 9–10). (**C** and **D**) Blood glucose, insulin (**C**), and lipid (**D**) levels in fasted (left panels) and fed (right panels) conditions (*n* = 8–10). (**E**) Liver triglyceride (TG) levels after 18 hours of refeeding (*n* = 9). NEFA, nonesterified fatty acid. Data are mean ± SEM. Statistical analysis was performed using Mann-Whitney test (**A** and **C–E**) or 2-way ANOVA with Šídák’s post hoc test (**B**).

**Figure 6:**
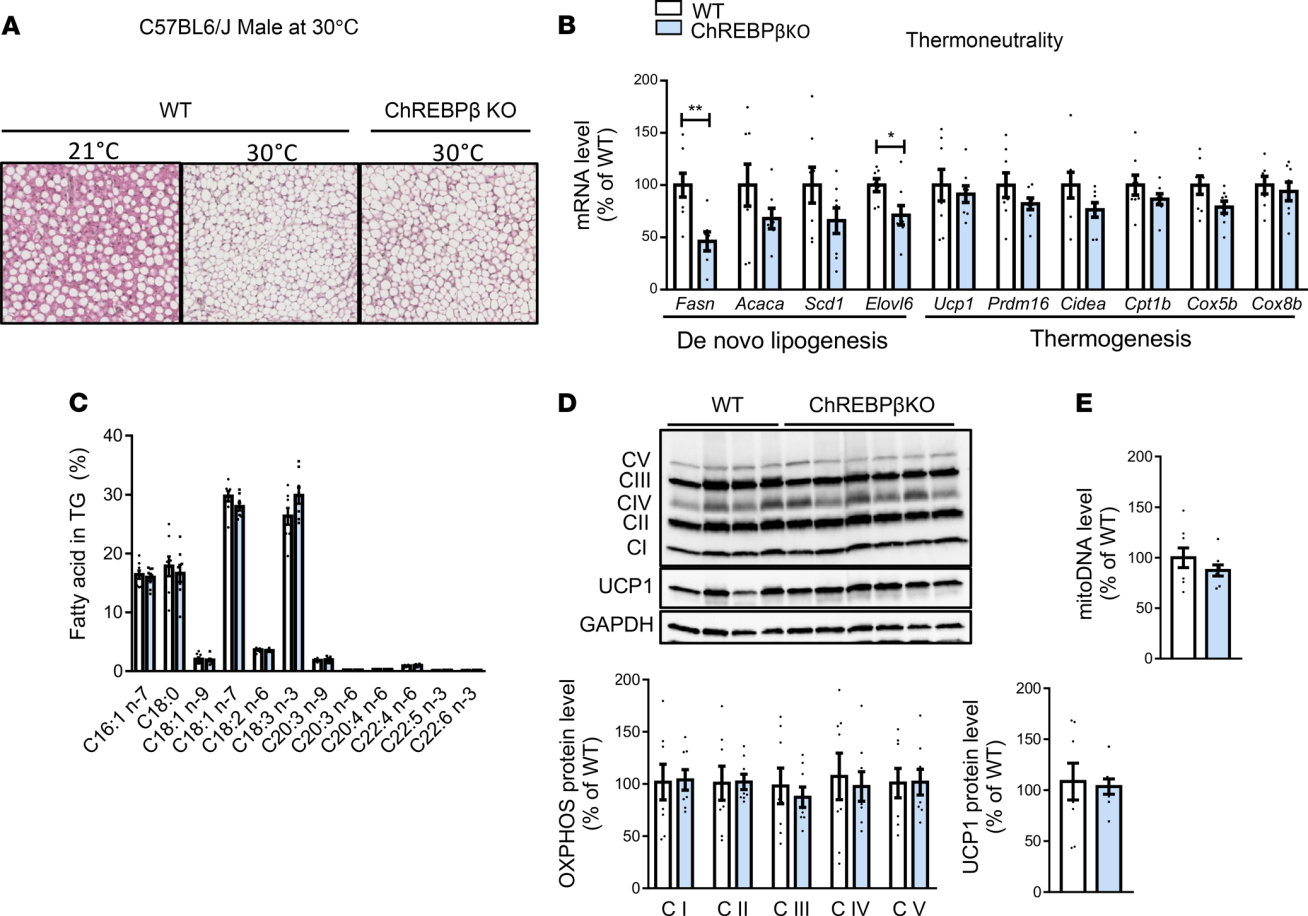
Response of ChREBPβ-deficient mice to thermic challenges. (**A–E**) Representative H&E staining (**A**), mRNA levels of de novo lipogenesis and thermogenic genes (**B**), fatty acid profile in triglycerides (TG) (**C**), OXPHOS and UCP1 protein levels (**D**), and mitochondrial DNA (mitoDNA) content (**E**) in interscapular brown adipose tissue of C57BL6/J male mice adapted to thermoneutrality for 6 weeks (*n* = 7–9). Data are mean ± SEM. Statistical analysis was performed using Mann-Whitney test. *P < 0.05, **P < 0.01.

# Supplementary material for: ChREBPβ is dispensable for the control of glucose homeostasis and energy balance
**Source:** JCI Insight. 2022 Feb 22;7(4):e153431. doi: 10.1172/jci.insight.153431
**Supplement:** Supplemental data

## A C57BL6/J Female

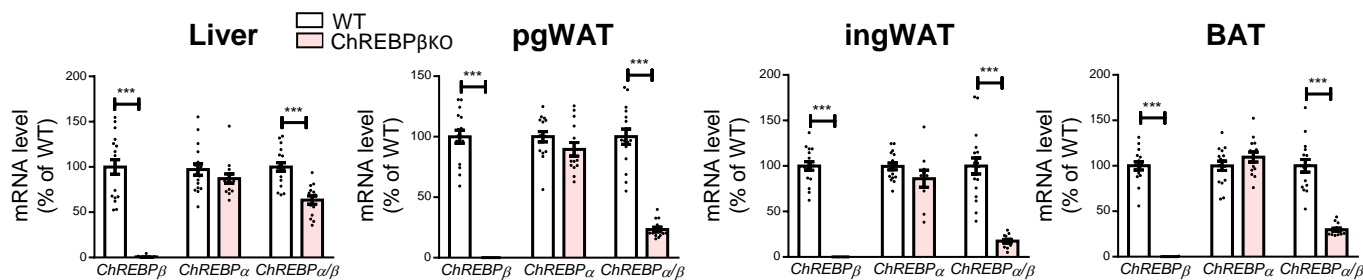

## B FVB/N Male

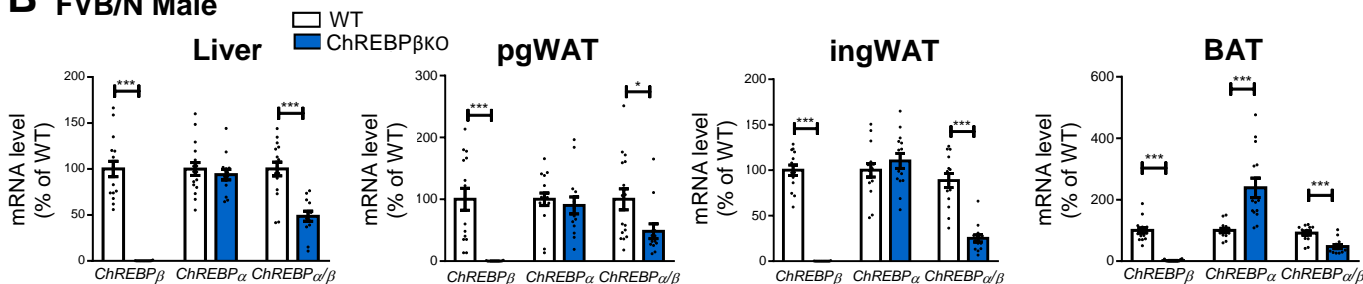

## C FVB/N Female

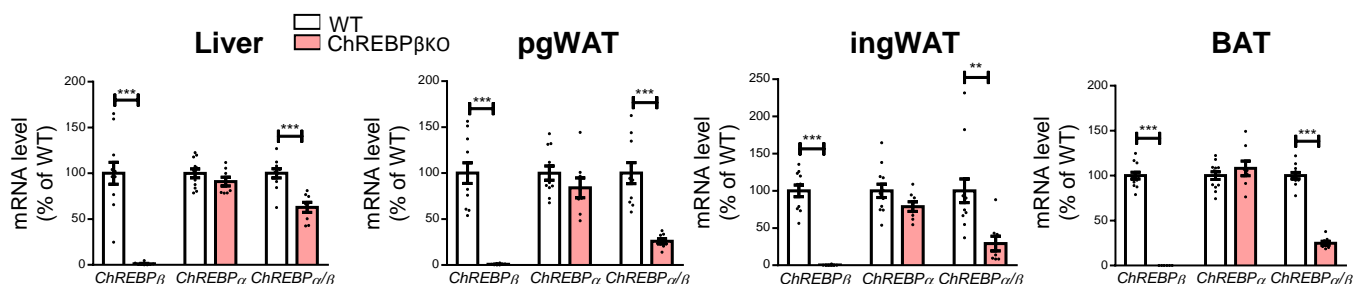

## D

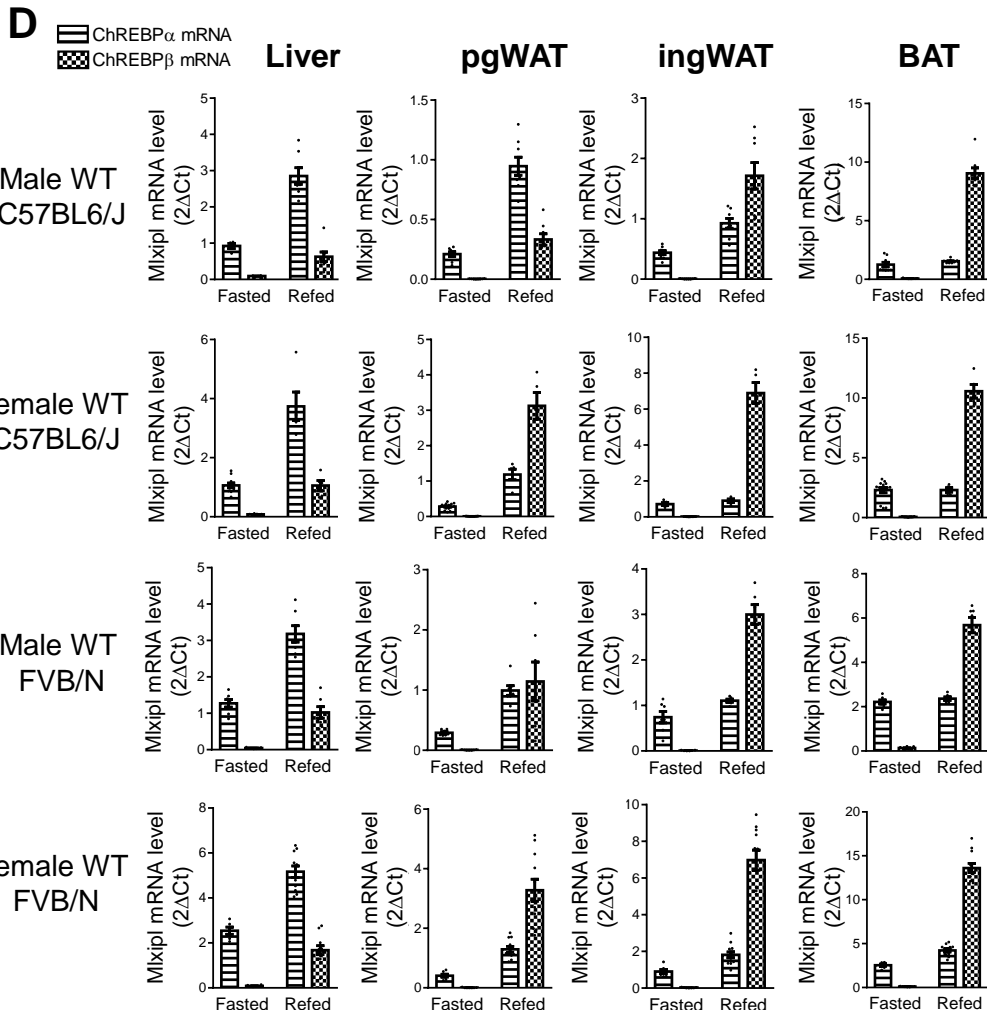

## E

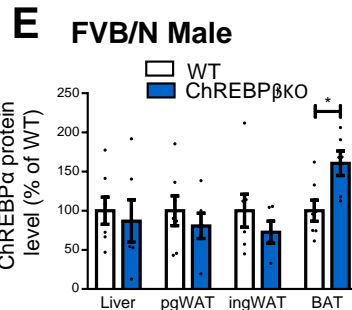

**Figure S1. Generation of ChREBP $\beta$ -deficient mice in C57BL6/J and FVB/N genetic backgrounds**  
(A,B,C) mRNA levels of ChREBP isoforms in liver, perigonadal white adipose tissue (pgWAT), inguinal WAT (ingWAT) and interscapular brown adipose tissue (BAT) of refed female C57BL6/J (n=14-16) (A), male (n=13-16) (B) and female FVB/N (n=8-11) (C) mice. (D) mRNA levels of the ChREBP $\alpha$  and  $\beta$  isoforms of the *Mlxipl* gene in liver, pgWAT, ingWAT and BAT of wild type fasted and refed male and female C57BL6/J (n=6-15) and FVB/N (n=6-12) mice. Data are represented as  $2^{\Delta Ct}$  values. (E) Quantitation of ChREBP protein levels in liver, pgWAT and BAT of refed male FVB/N (n=5-7) mice. Data are mean  $\pm$  SEM. Statistical analysis was performed using Mann-Whitney tests. \*P<0.05, \*\*P<0.01, \*\*\*P<0.001.

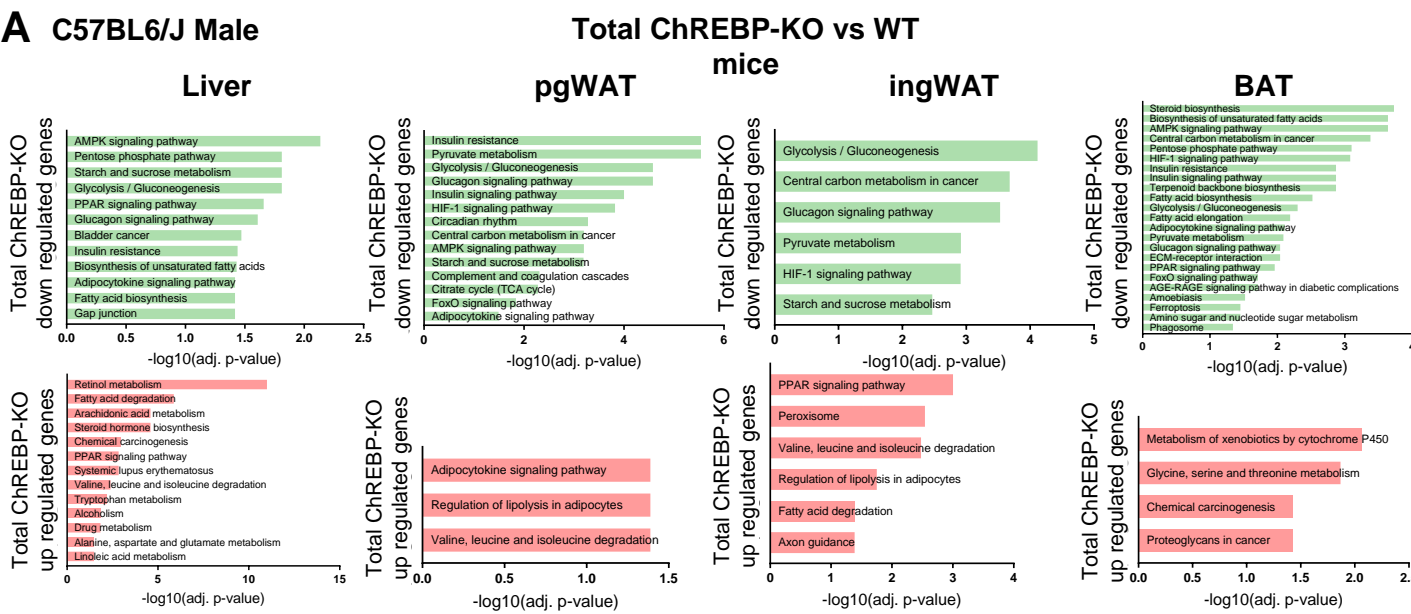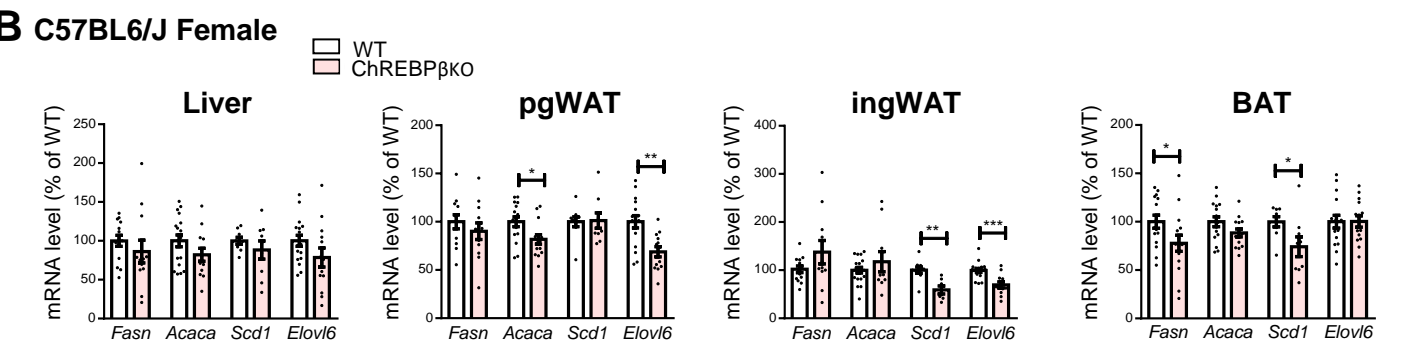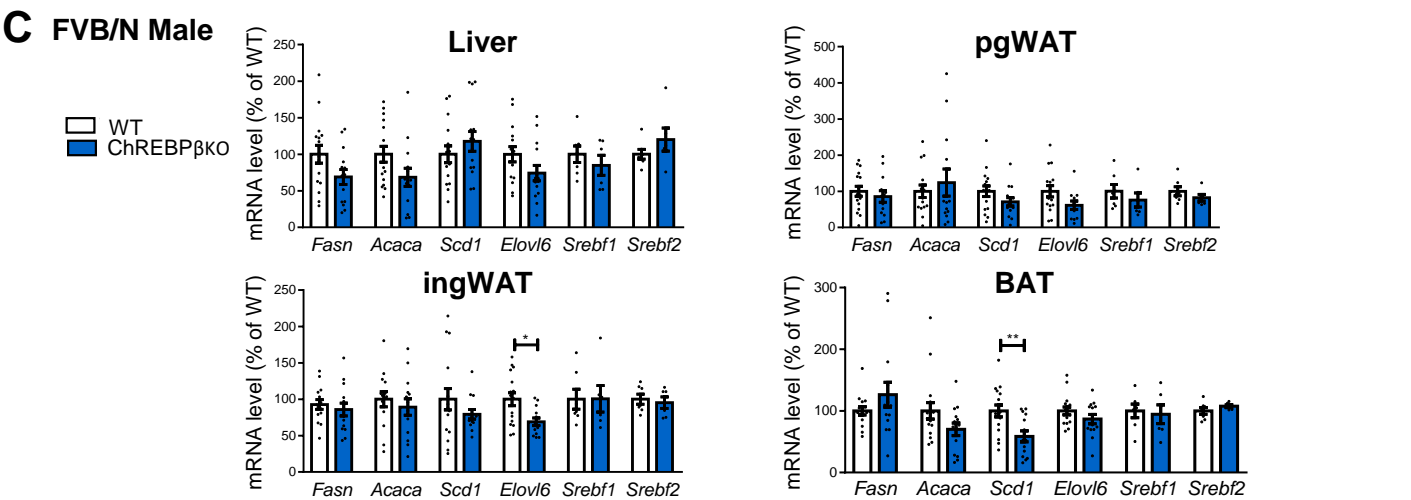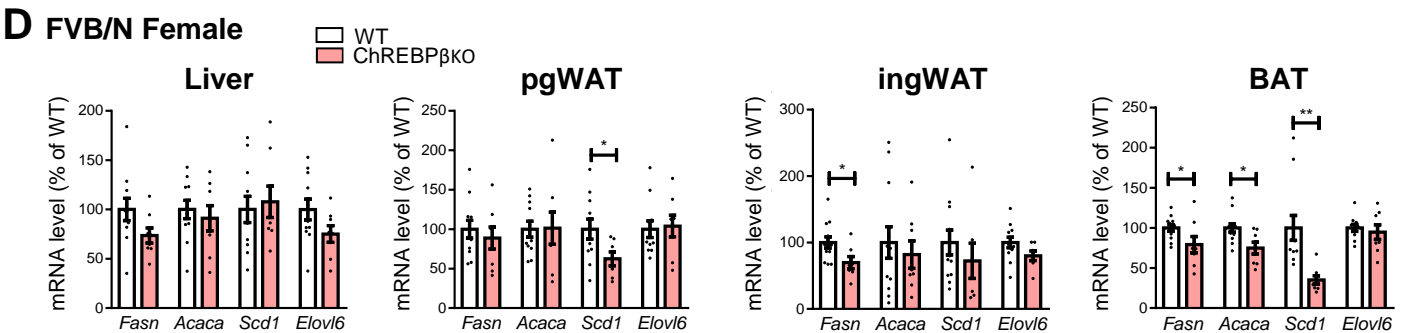

**Figure S2. Gene expression profiles in ChREBP-deficient mice**

(A) Pathway analyses from DNA microarray data in liver, perigonadal white adipose tissue (pgWAT), inguinal WAT (ingWAT) and interscapular brown adipose tissue (BAT) of refed C57BL6/J male mice deficient in ChREBP $\alpha$  and  $\beta$  isoforms (Total ChREBP KO) (n=8 per group). 

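Over-representation among the liver genes regulated in total ChREBP-KO mice was tested with short lists of enzymes written by hand before the data were examined, since the pathway sets of the ENRICHR tool were not used here. The lists share genes, and Fasn, Acaca, Scd1 and Elovl6 stand in 3 of them. A one-sided Fisher's exact test compared each list with the 23968 genes tested, of which 17.3% were called higher and 17.1% lower, and p-values were adjusted over lists and directions. Of the 23 ChREBP targets, 22 were called lower, all but Fgf21 (adjusted p = 8.77e-15). The lower genes also held 10 of 16 genes of fatty acid synthesis, elongation and desaturation (adjusted p = 0.000459), 6 of 8 of the pentose phosphate pathway (adjusted p = 0.00317) and 5 of the 6 lipogenesis genes of Figure 2B (adjusted p = 0.00402). The higher genes held 17 of 21 genes of fatty acid degradation (adjusted p = 6.29e-09) and 12 of 17 of valine, leucine and isoleucine degradation (adjusted p = 2.40e-05). They also held 8 of 14 circadian clock genes (adjusted p = 0.00428) and 8 of 18 genes of cholesterol synthesis (adjusted p = 0.0288). These latter 2 calls were lost in 13 and 11 of 45 alternatives, and 7 genes of cholesterol synthesis were called lower (adjusted p = 0.0801).
Glycolysis, with 6 of 14 genes lower (adjusted p = 0.0801), glycogen, starch and sucrose metabolism, with 5 of 12 lower (adjusted p = 0.126), and retinol metabolism, with 7 of 22 higher (adjusted p = 0.196), did not pass. Over all probes of a list, camera called glycolysis lower (median log2 fold change -0.32, adjusted p = 2.29e-10) and called neither glycogen, starch and sucrose metabolism (-0.15, adjusted p = 0.0504) nor retinol metabolism (0.07, adjusted p = 0.118). Circadian clock genes (0.37, adjusted p = 0.0895) and cholesterol synthesis (0.18 with a mean of 0.08, adjusted p = 0.489) were not called by camera either. Of the lists named here, all calls by camera held under fry, which in addition called glycogen, starch and sucrose metabolism (adjusted p = 2.03e-05), retinol metabolism (adjusted p = 0.00189) and the circadian clock (adjusted p = 0.00188), and not cholesterol synthesis.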

(B,C,D) mRNA levels of de novo lipogenesis genes in liver, pgWAT, ingWAT and BAT of refed C57BL6/J female (n=9-18) (B), FVB/N male (n=6-16) (C) and female (n=8-12) (D) refed mice with ChREBP $\beta$  deficiency. Data are mean  $\pm$  SEM. Statistical analysis was performed using Mann-Whitney tests. \*P<0.05, \*\*P<0.01, \*\*\*P<0.001.

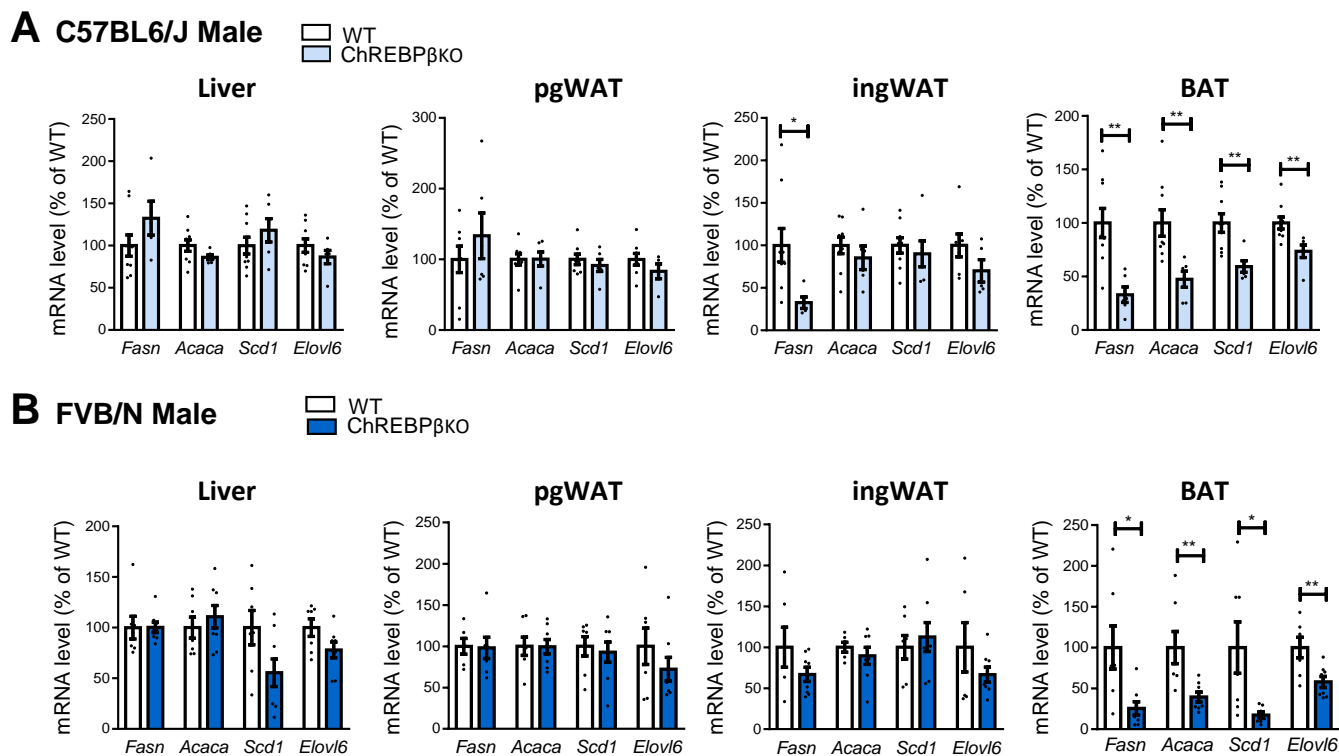

**Figure S3. Gene expression profiles in fasted ChREBP-deficient mice**

(A,B) mRNA levels of de novo lipogenesis genes in liver, pgWAT, ingWAT and BAT of C57BL6/J (n=5-9) (A) and FVB/N (n=7-8) (B) fasted male mice with ChREBP $\beta$  deficiency. Data are mean  $\pm$  SEM. Statistical analysis was performed using Mann-Whitney tests. \*P<0.05, \*\*P<0.01.

## A FVB/N Male

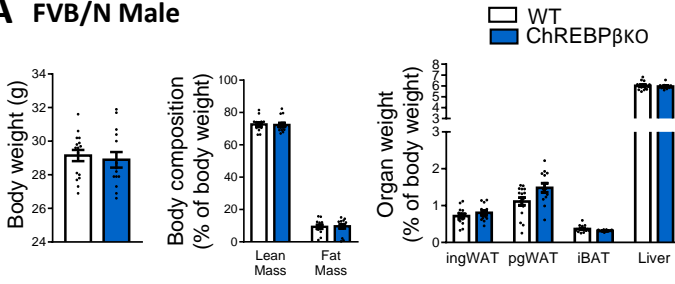

## B

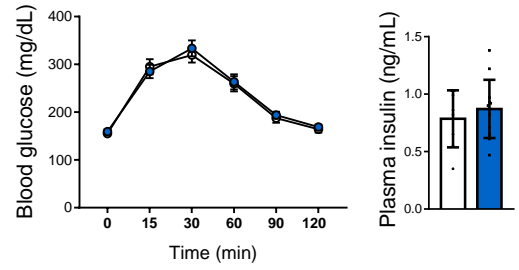

## C

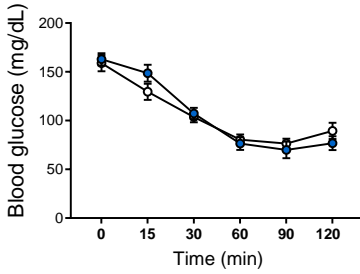

## D

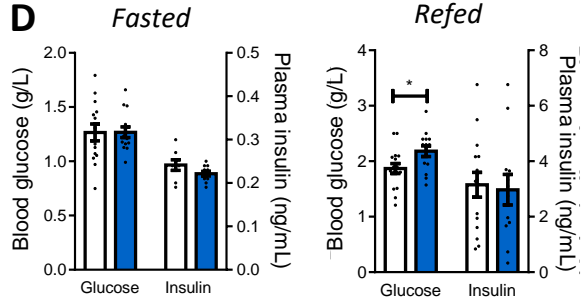

## E

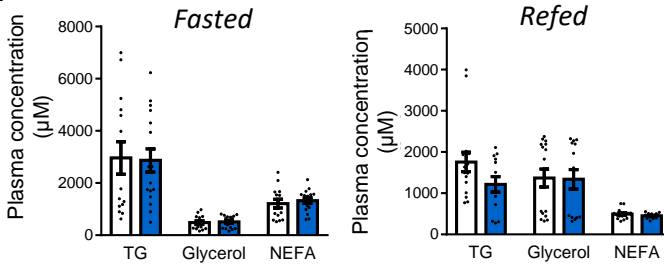

## F

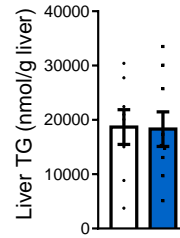

**Figure S4. Body composition and glucose homeostasis in male FVB/N ChREBP $\beta$ -deficient mice**

(A) Body weight, lean and fat mass and, organ weight in refed male FVB/N mice (n=13-16). (B) Glucose tolerance tests and blood insulin levels 15 min post-injection during glucose tolerance tests (n=7-16). (C) Insulin tolerance test (n=7-11). (D) Blood glucose and insulin levels after 24h of fasting (left panels) and 18h of refeeding (right panels) (n=8-16). (E) Blood lipid levels after 24h of fasting (left panels) and 18h of refeeding (right panels). (F) Liver triglyceride (TG) levels after 18h of refeeding (n=8-9). NEFA, non esterified fatty acid. Data are mean  $\pm$  SEM. Statistical analysis was performed using Mann-Whitney test (A, B, D-F) or two-way ANOVA with Šídák post-hoc tests (B,C). \*P<0.05, \*\*P<0.01.

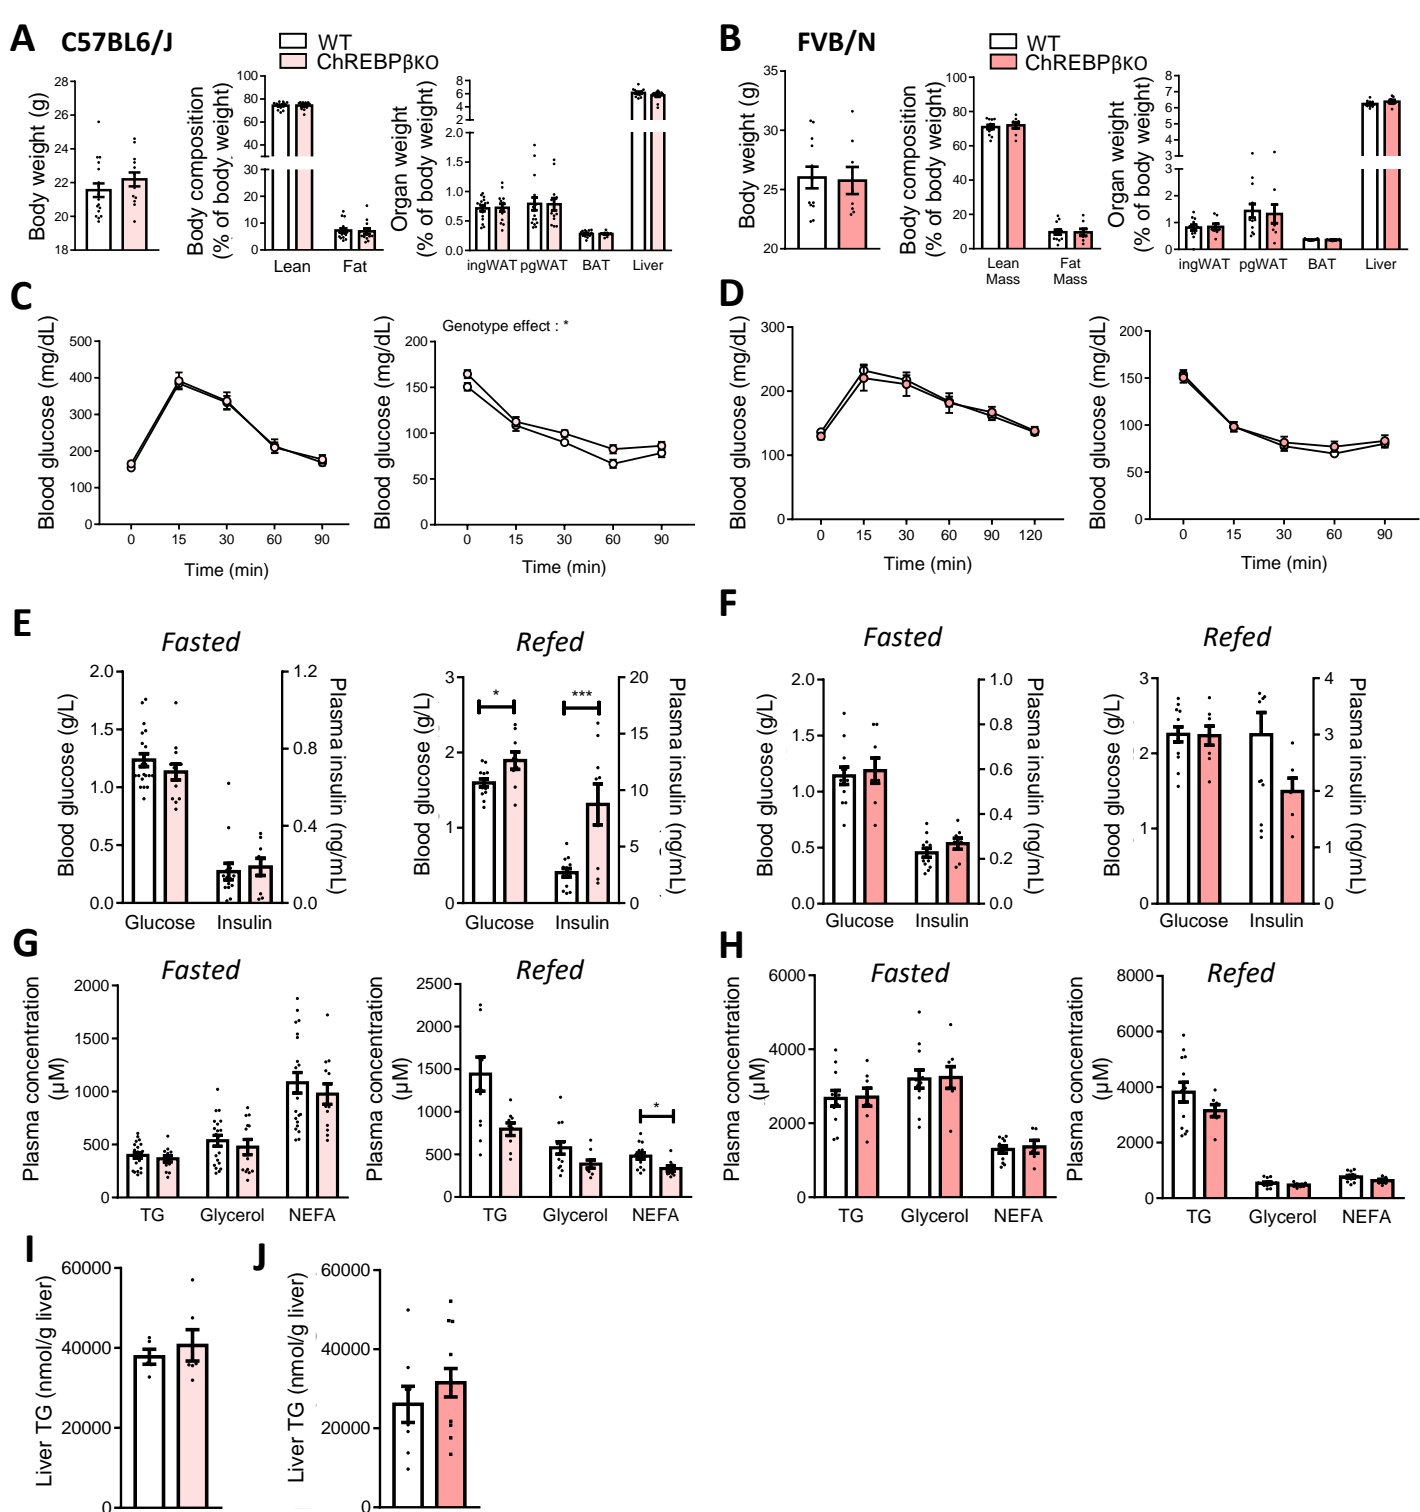

**Figure S5. Body composition and glucose homeostasis in female ChREBP $\beta$ -deficient mice**

(A,B) Body weight, lean and fat mass and, organ weight in refed female C57BL6/J (n=13-18) (A) and FVB/N (n=8-12) (B) mice. (C,D) Glucose (left panels) and insulin (right panels) tolerance tests in female C57BL6/J (n=7-18) (C) and FVB/N (n=10-15) (D) mice. (E-F) Blood glucose and insulin levels after 24h of fasting (left panels) and 18h of refeeding (right panels) in female C57BL6/J (n=9-16) (E) and FVB/N (n=6-13) (F) mice. (G-H) Blood lipid levels after 24h of fasting (left panels) and 18h of refeeding (right panels) in female C57BL6/J (n=9-17) (G) and FVB/N (n=7-13) (H) mice. (I-J) Liver triglyceride (TG) levels in female C57BL6/J (n=5-6) (I) and FVB/N (n=8-12) (J) mice after 18h of refeeding. NEFA, non esterified fatty acid. Data are mean  $\pm$  SEM. Statistical analysis was performed using Mann-Whitney test (A, B, E-J) or two-way ANOVA with Šidák post-hoc tests (C,D). \*P<0.05, \*\*P<0.01, \*\*\*P<0.001.

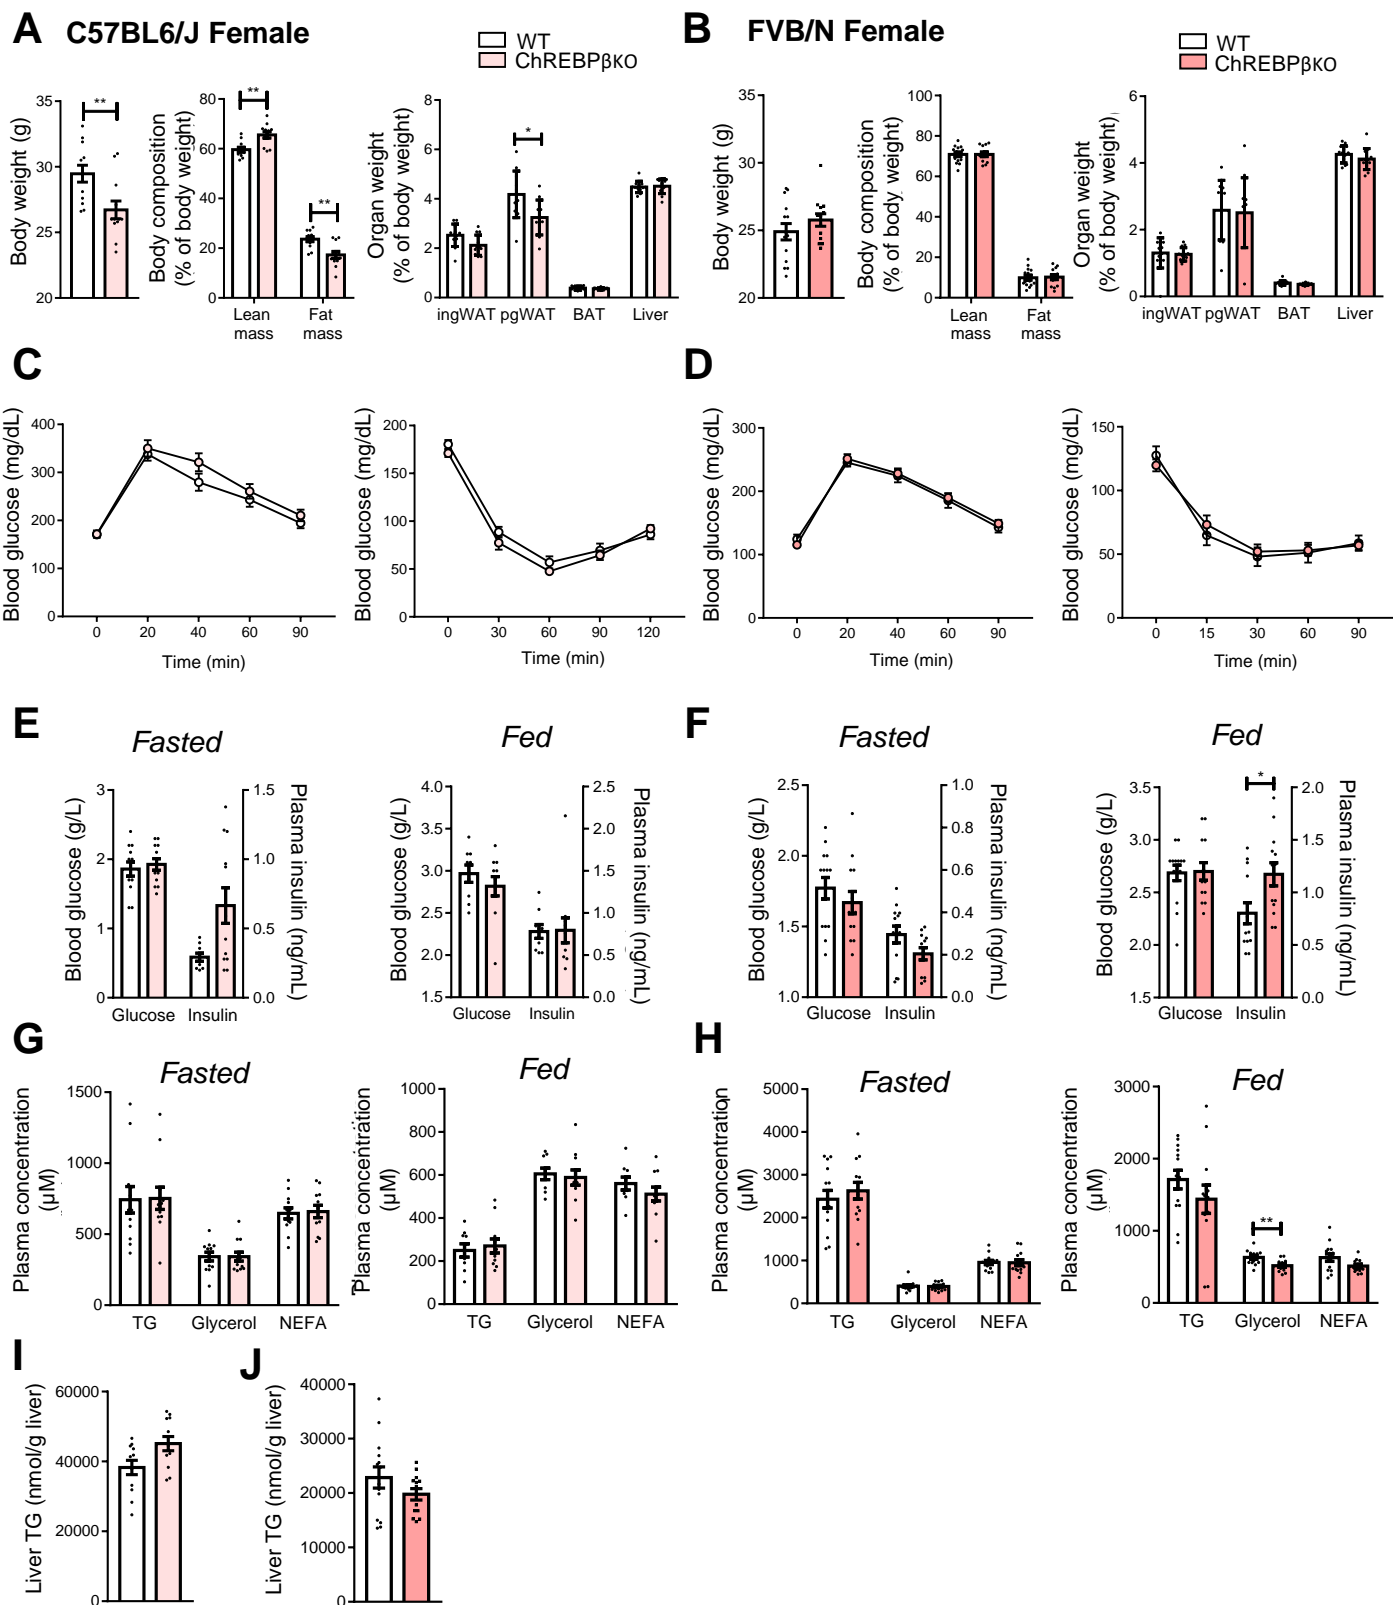

**Figure S6. Response of female ChREBP $\beta$ -deficient mice to high fat high sucrose diet**

(A-B) Body weight, lean and fat mass and, organ weight in C57BL6/J (n=12) (A) and FVB/N N (n=7-14) (B) mice fed high fat high sucrose diet. (C-D) Glucose (left panels) and insulin (right panels) tolerance tests in C57BL6/J (n=12) and FVB/N (8-14) mice. (E-F) Blood glucose and insulin levels after 24h of fasting (left panels) and 18h of refeeding (right panels) in C57BL6/J (n=9-12) (E) and FVB/N mice (n=14-13) (F). (G-H) Blood lipid levels after 24h of fasting (left panels) and 18h of refeeding (right panels) in C57BL6/J (n=9-12) (E) and FVB/N mice (n=14-13) (H). (I-J) Liver triglyceride (TG) levels in C57BL6/J (n=12) (I) and FVB/N (n=13-14) (J) mice. NEFA, non esterified fatty acid. Data are mean  $\pm$  SEM. Statistical analysis was performed using Mann-Whitney tests (A, B, E-J) or two-way ANOVA with Šidák post-hoc tests (C, D). \*P<0.05, \*\*P<0.01..

**Supplemental Table 1. ChREBP $\beta$  deficiency through CRISPR-Cas9-mediated gene editing technology**

(A) Mice born after electroporation of SpyCas9 complexed to two single guide RNAs

| Genetic strain | Nb of F0 | Nb of mutated F0 | Nb of mutated F0                   | % mice of interest / F0 |
|----------------|----------|------------------|------------------------------------|-------------------------|
|                |          |                  | with a single deletion<br>> 500 bp |                         |
| C57BL/6J       | 8        | 6                | 4                                  | 50                      |
| FVB/N          | 51       | 20               | 16                                 | 31                      |
| Both strains   | 59       | 26               | 20                                 | 34                      |

(B) Numbers of litters and pups according to genotypes

| Strain   | Line              | Nb of litters | Nb of pups | Nb of           | WT<br>(nb/%)    | Hemizygous<br>(nb/%) | KO (nb/%)       |
|----------|-------------------|---------------|------------|-----------------|-----------------|----------------------|-----------------|
|          |                   |               |            | pups per litter |                 |                      |                 |
| C57BL/6J | 32                | 42            | 313        | 7.5             | 80 / 26         | 147 / 47             | 86 / 27         |
|          | 52                | 18            | 129        | 7.2             | 33 / 26         | 44 / 34              | 52 / 40         |
|          | <i>Both lines</i> | <i>60</i>     | <i>442</i> | <i>7.4</i>      | <i>113 / 26</i> | <i>191 / 43</i>      | <i>138 / 31</i> |
| FVB/N    | 15                | 38            | 363        | 9.6             | 100 / 27        | 170 / 47             | 93 / 26         |
|          | 34                | 4             | 30         | 7.5             | 11 / 38         | 13 / 43              | 6 / 20          |
|          | <i>Both lines</i> | <i>42</i>     | <i>393</i> | <i>9.4</i>      | <i>111 / 28</i> | <i>183 / 47</i>      | <i>99 / 25</i>  |

Mice were from F2 generation and above were derived from matings of heterozygous parents.

WT, wild type mice; KO, ChREBP $\beta$ -knock-out mice.

**Supplemental Table 2. List of genes regulated in brown adipose tissue of ChREBP $\beta$ -deficient mice compared to brown adipose tissue of ChREBP $\alpha$  and  $\beta$ -deficient mice**

| Common ChREBP $\alpha$ and $\beta$ | ChREBP $\beta$ -specific | Common ChREBP $\alpha$ and $\beta$ | ChREBP $\beta$ -specific |
|------------------------------------|--------------------------|------------------------------------|--------------------------|
| Up-regulated                       | Up-regulated             | Down-regulated                     | Down-regulated           |
| <i>Adra1d</i>                      | <i>Adrb3</i>             | <i>Pgm3</i>                        | <i>AK086179</i>          |
| <i>AK163904</i>                    | <i>Clqtnf7</i>           | <i>Maff</i>                        | <i>A530010L16Rik</i>     |
| <i>Armxc3</i>                      | <i>Enc1</i>              | <i>Recql4</i>                      | <i>Tmprss9</i>           |
| <i>Baalc</i>                       | <i>Epdr1</i>             | <i>Dcaf6</i>                       | <i>AK047114</i>          |
| <i>Car14</i>                       | <i>Espn</i>              | <i>Cbfa2t3</i>                     | <i>Oprl1</i>             |
| <i>Car3</i>                        | <i>Fam124a</i>           | <i>Acot1</i>                       | <i>BC049352</i>          |
| <i>Cbr3</i>                        | <i>Fbxw4</i>             | <i>Fras1</i>                       | <i>Sik1</i>              |
| <i>Ccdc3</i>                       | <i>Fgf1</i>              | <i>Tjp3</i>                        |                          |
| <i>Cd274</i>                       | <i>Mutyh</i>             | <i>Glul</i>                        |                          |
| <i>Chst11</i>                      | <i>Prrt4</i>             | <i>Prss35</i>                      |                          |
| <i>Efemp1</i>                      | <i>Rspo4</i>             | <i>Cldn22</i>                      |                          |
| <i>Esrrb</i>                       | <i>Tnk2</i>              | <i>Cnst</i>                        |                          |
| <i>Fam20c</i>                      | <i>Trem3</i>             | <i>Hemk1</i>                       |                          |
| <i>Fam222a</i>                     | <i>Trib3</i>             | <i>Pdzklip1</i>                    |                          |
| <i>Fzd4</i>                        | <i>Trim80</i>            | <i>Kit</i>                         |                          |
| <i>Gm14964</i>                     | <i>Tuba1a</i>            | <i>Dmrtc1a</i>                     |                          |
| <i>Gm6756</i>                      | <i>Tuba8</i>             | <i>Pth1r</i>                       |                          |
| <i>Gm8096</i>                      | <i>Zfp36l2</i>           | <i>Tspan18</i>                     |                          |
| <i>Grb14</i>                       |                          | <i>AK158867</i>                    |                          |
| <i>Gss</i>                         |                          | <i>C81189</i>                      |                          |
| <i>Hipk3</i>                       |                          | <i>Oxtr</i>                        |                          |

|                |                 |
|----------------|-----------------|
| <i>Krt79</i>   | <i>Nudt4</i>    |
| <i>Lgr6</i>    | <i>Fam57b</i>   |
| <i>Lhfpl2</i>  | <i>Atp1a3</i>   |
| <i>Lppr4</i>   | <i>Ttc25</i>    |
| <i>Lrtm1</i>   | <i>BB211547</i> |
| <i>Neat1</i>   | <i>Cpeb2</i>    |
| <i>Ninl</i>    | <i>Gm9112</i>   |
| <i>Nnmt</i>    | <i>Slc25a1</i>  |
| <i>Npr3</i>    | <i>Adcy10</i>   |
| <i>Nr0b1</i>   | <i>Sorl1</i>    |
| <i>Nrxn2</i>   | <i>Map6</i>     |
| <i>Phgdh</i>   | <i>Mlxipl</i>   |
| <i>Plekhg6</i> | <i>Rhob</i>     |
| <i>Pon1</i>    | <i>Atp8a1</i>   |
| <i>Prr32</i>   | <i>Tekt1</i>    |
| <i>Rnf182</i>  | <i>Gm5126</i>   |
| <i>Ryr2</i>    | <i>March3</i>   |
| <i>S100b</i>   | <i>Slc27a1</i>  |
| <i>Sesn2</i>   | <i>Ccdc57</i>   |
| <i>Slc40a1</i> | <i>Hyls1</i>    |
| <i>Smyd4</i>   | <i>Mc5r</i>     |
| <i>Sncg</i>    | <i>Prkab1</i>   |
| <i>Trim67</i>  | <i>Egln3</i>    |
| <i>Vipr2</i>   | <i>AK037550</i> |
|                | <i>Tkt</i>      |

*Slc38a10*

*Gata6*

*Fabp5*

*Acsl5*

*Hmmr*

*Rgs16*

*Flrt1*

*Mapk8ip1*

*Fhdc1*

*Foxred2*

*Tmie*

*Aspg*

*Smoc1*

*Vps37d*

*Dock3*

*E130101M22*

*Focad*

*Ccdc92*

*Sqle*

*Phyhip*

---

**Supplemental Table 3. List of primers used in reverse transcription-quantitative PCR**

| Gene name                                  | Forward primer (5'→3')   | Reverse primer (5'→3')  |
|--------------------------------------------|--------------------------|-------------------------|
| <i>Mlxipl</i> (ChREBP $\alpha$ / $\beta$ ) | CACTCAGGGAATACACGCCTAC   | ATCTTGGTCTTAGGGTCTTCAGG |
| <i>Mlxipl</i> (ChREBP $\alpha$ )           | CGACACTCACCCACCTCTTC     | TTGTTTCAGCCGGATCTTGTC   |
| <i>Mlxipl</i> (ChREBP $\beta$ )            | TCTGCAGATCGCGTGGAG       | CTTGTCCCGGCATAGCAAC     |
| <i>Fasn</i>                                | GCTGCGGAAACTTCAGGAAAT    | AGAGACGTGTCACTCCTGGACTT |
| <i>Acaca</i>                               | GCCTCTTCCTGACAAACGAG     | TGACTGCCGAAACATCTCTG    |
| <i>Scd1</i>                                | TACACCTGCCTCTTCGGGAT     | GCCGTGCCTTGTAAGTTCTG    |
| <i>Elovl6</i>                              | TGCAGGAAAAGTGGGAAGAAGTCT | ATGCCGACCACCAAAGATAAA   |
| <i>Srebf1</i>                              | GCATGCCATGGGCAAGTAC      | TGTTGCCATGGAGATAGCATCT  |
| <i>Srebf2</i>                              | CTCCTTTCTGCCTCTGGTTCTC   | GCAAAATGCTCTCTGGTGCAA   |
| <i>Ucp1</i>                                | CCTGCCTCTCTCGGAAACAA     | TGTAGGCTGCCCAATGAACA    |
| <i>Prdm16</i>                              | CAGCACGGTGAAGCCATTC      | GCGTGCATCCGCTTGTG       |
| <i>Cidea</i>                               | ATCACAACTGGCCTGGTTACG    | TACTACCCGGTGTCCATTTCT   |
| <i>Cpt1b</i>                               | CCGGAAAGGTATGGCCACTT     | GAAGAAAATGCCTGTCGCCC    |
| <i>Cox5b</i>                               | GCTGCATCTGTGAAGAGGACAAC  | CAGCTTGTAATGGGTTCACAGT  |
| <i>Cox8b</i>                               | TGCGAAGTTCACAGTGGTTC     | TCAGGGATGTGCAACTTCA     |
| <i>Hprt</i>                                | TGGCCATCTGCCTAGTAAAGC    | GGACGCAGCAACTGACATTTTC  |
| <i>Cox1</i>                                | ACTATACTACTACTAACAGACCG  | GGTTCTTTTTTTCCGGAGTA    |
| <i>Ppia</i>                                | ACACGCCATAATGGCACTGG     | CAGTCTTGGCAGTGCAGAT     |

How the deposited data were processed for this re-analysis (not part of the article)

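Liver gene expression was measured in 31 male C57BL6/J mice on one-color Agilent microarrays (SurePrint G3 Mouse GE v2), 1 array per mouse. The groups were 8 ChREBPβ-deficient mice, 8 of their WT littermates, 7 total ChREBP-KO mice and 8 of their WT littermates, all refed for 18 hours after a fast of 24 hours. Groups and replicate numbers were taken from the sample labels and checked against the text. The adipose tissues of the study were not analysed here.

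The authors deposited scanner files of Feature Extraction 10.10.1.1 with the intensity of each spot, not normalized between arrays, and flags for spots that were found, positive, well above background, saturated or outliers. The authors also deposited a table of log2 values, which their Methods describe as median pixel intensities filtered by spot weight, quantile normalized and reduced to the median of replicated probes. The log base, which the text does not state, was taken from a comparison of that table with the scanner values. The array annotation gives positions on mouse build mm9, which 35879 of the 36059 probes kept have. Gene names are those of the array design.

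From the intensities, log2 of the median signal was taken without background subtraction. Spots were kept by the authors' weights, with at least 26 arrays or at least 6 arrays of 1 group, and control spots were left out. Outlier flags marked 0.165% of spots, and these spots were kept because the authors' weights do not use the flags. Values were quantile normalized over the 31 arrays, and spots with 1 probe name were reduced to their median. Different probes of a gene were tested separately, and where 1 value per gene is given it is that of the probe with the highest mean over all arrays. Correlations between arrays ranged from 0.980 to 0.999. The local background, as the average of inliers given by the scanner software, was 15.5 to 34.3 per array. The precision of a comparison is limited by the 7 or 8 arrays per group.

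Tests were run in R 4.3.3 with limma 3.58.1 on files read with data.table 1.17.8, and figures were drawn with matplotlib 3.10.9. The 4 groups entered 1 linear model with empirical Bayes moderation (lmFit, contrasts.fit, eBayes). The contrasts were ChREBPβ-deficient against WT littermates, total ChREBP-KO against WT littermates, the difference of these effects, and the WT littermates of the total ChREBP-KO line against those of the ChREBPβ line. P-values were adjusted by the Benjamini-Hochberg method over probes with a threshold of 0.05, and a gene is a distinct gene name with at least 1 called probe. The text of the paper imports the arrays with limma, uses Mann-Whitney tests in the legend of Figure 2 and states a general threshold of P under 0.05, and mentions no adjustment for the number of probes on the arrays. Mlxipl was compared by exact permutation of the mice within each line.

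The named genes follow a rule set before the data were examined. They are the genes the paper names for these arrays or Figure 2B, up to 10 genes called in ChREBPβ-deficient mice, and the 5 higher and 5 lower genes with the largest log2 fold change called in total ChREBP-KO mice for which every knockout mouse lies beyond every WT littermate. Of the candidates for the last group, 26 genes were passed over because 1 side was not well above background on any array. In each fixed list the called members were also allowed. Genes outside the rule were chosen after their values were seen, and the text says so.

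The analysis used 19 gene lists written before the data were examined. They are the lipogenesis genes of Figure 2B, ChREBP targets, glycolysis, the pentose phosphate pathway, fatty acid synthesis, glycogen with starch and sucrose metabolism, retinol metabolism, fatty acid degradation, valine, leucine and isoleucine degradation, cholesterol synthesis, the circadian clock, exocrine pancreas, adipocyte, red blood cell, male and female genes, and 4 lists from Supplemental Table 2. Over-representation was tested with a one-sided Fisher's exact test against the genes tested, and shifts with camera (preset correlation 0.01) and fry. A second list of pancreatic genes and a second list of adipocyte genes were written after patterns in the first lists had been seen.

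The programs were tested on simulated data made from shuffled residuals of the 36059 probes, with 200 probes changed. The comparison of ChREBPβ-deficient mice called 43.5%, 90.5% and 97% of probes changed 1.25-fold, 1.5-fold and 2-fold, with 1, 6 and 0 false calls. The comparison of total ChREBP-KO mice called 41.5%, 89.5% and 97.5%, with 1, 2 and 8 false calls. Neither made a call when no probe was changed.

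The alternatives were the processed signal of Feature Extraction or the median signal scaled to the 75th percentile of each array, normexp background correction (offset 50), no filter or a filter requiring all arrays, the authors' deposited values, slide as a random or fixed block, scan date as a block, the replicate number as a block, separate fits of each comparison, eBayes with trend and robust options, 1 probe per gene, each array left out in turn, the Mann-Whitney test, other thresholds, and probes in place of genes. Leaving out spots with outlier flags, and fry with slide as a random block, were added after the data had been seen.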

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

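The tests of the local background, the second list of adipocyte genes, and the splits, scan days and knockout arrays for the comparison of WT littermates were chosen after the results were seen, whereas that comparison itself, the splits for the difference between the 2 deficiencies, the single arrays left out and the other alternatives were set before the data were examined. Single arrays were compared with the rest of their group by Dixon's test at the 95% level in 156 groups of 7 or 8 arrays, and 11 values on 6 arrays stood apart. Chance gives about 1 in 20 groups, and the probes and lists compared share genes.

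The array of total ChREBP-KO replicate 4 had a mean local background of 34.3, against 15.5 to 22.3 on the other 6 arrays of its group. A higher background hides dim probes, and this array had the fewest spots above background of its group (34131). If the background moved the count of regulated genes by more than 1.5 times, leaving the array out would do so too. Without it 7520 genes were called in total ChREBP-KO mice, compared with 8118 with it, which argues against the background as a source of most of the count. The counts without it, 3860 higher and 3763 lower, lay near the low end of those without another array of the group (3814 to 4097 and 3757 to 4027), so a small effect of the background stays open. No biological explanation of the background was tested.

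Total ChREBP-KO replicate 5 lay below the other 6 mice of its group for Acaca (A_52_P318040, 8.4 against 8.98 to 9.27), Scd1 (10.75 against 13.01 to 14.53) and Srebf1 (13.68 against 14.34 to 14.64). The mean level of the lipogenesis genes of Figure 2B on this array, relative to the mean of all arrays, was -2.03, against -1.42 to -1.03 on the others. For the ChREBP targets it was -1.84, against -1.56 to -1.35. A mouse of the other genotype under this label would be higher, not lower, and the mouse's local background of 20.1 is within the range of the group. Without this mouse the log2 fold changes in total ChREBP-KO mice were -2.82 for Scd1, -0.79 for Srebf1 and -3.05 for Fasn, with the calls kept. The state of the mouse at sampling may differ from that of the others, which was not tested, and the labels name no condition that sets it apart.

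In the ChREBPβ line, WT replicate 5 was higher than the other 7 WT littermates for Elovl6 (15.17 against 13.43 to 14.24) and for the level of the lipogenesis genes (0.85 against -0.04 to 0.32). Srebf1 in WT replicate 8 was 14.66, against 15.16 to 15.47 in the others. For Srebf2 (A_55_P2740132), ChREBPβ-deficient replicate 2 was at 10.90, against 11.07 to 11.23. Without WT replicate 5 the Elovl6 difference in ChREBPβ-deficient mice was 0.29, and without WT replicate 8 that of Srebf1 was 0.09, and neither was called with or without the array. No technical or biological explanation was tested for these 3 mice.

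Adipocyte genes had a mean level of 1.56 in total ChREBP-KO replicate 6, against -0.98 to -0.56 in the other 6 mice. Looked up after the level was seen, Cfd was at 12.94, Retn at 8.99, Cidec at 10.21 and Fabp4 (A_51_P336833) at 11.60 in this mouse, each the highest of its group. WT littermate replicates 2 and 5 of the line had the highest values of their group for the same genes, with Cfd at 11.03 and 11.44, Retn at 7.55 and 8.4, Cidec at 9.99 and 9.31 and Fabp4 at 11.39 and 11.56. A candidate explanation is adipose tissue in the liver sample. In a second list of 11 adipocyte genes, of which 9 were tested, the gap of replicate 6 to the nearest mouse was 0.149 of the range of the group, below what Dixon's test requires for 7 arrays. In the ChREBPβ line Cfd varied from 6.44 to 12.60, while Retn was at most 6.04. Several genes of that list read near background on all arrays, and others such as Mrap are bright in all livers, so whether adipose tissue was present stays open. Across all 31 arrays, as deviations from the group medians, the levels of both lists had a Spearman rho of 0.285 (permutation p = 0.120) and a Pearson r of 0.393 (permutation p = 0.0305), which fell to 0.284 without the 2 farthest arrays. This was 1 relation.

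The effects of the 2 deficiencies differed for 2115 genes with a more positive and 2302 genes with a more negative change in total ChREBP-KO than in ChREBPβ-deficient mice. The difference was -0.70 for Mlxipl (A_55_P2119957), -3.36 for Fasn, -2.04 for Acaca (A_55_P2019058), -3.62 for Scd1, -3.82 for Elovl6 and -1.08 for Srebf1. It was 3.33 for Clec2h, 3.82 for Tmeff2, 2.95 for Cib3 and 2.32 for Pcp4l1, and -6.13 for Rgs16, -5.53 for Pnpla5, -5.74 for Gm35986, -4.68 for Gm30692 and -4.89 for Atp2b2. Among 100 splits of the mice within each line, the real 1 included, only the real split (1 of 100) gave as many genes. It gave 4386 against at most 855 in the others. Each split mixed knockout and WT mice in both lines, so the effect of the total knockout was removed as well. The splits argue against an absence of effect in both lines. They cannot tell whether the 2 effects differ by more than chance, which rests on the limma test. Signal, background correction, scaling, filter, slide and scan date changed the counts to between 1512 and 2298 more positive and between 1694 and 2476 more negative. What stays open is whether the lines respond differently for reasons other than the isoforms removed, because on these arrays each deficiency was measured only among its own littermates. The paper derived 2 transgenic lines lacking ChREBPβ in each strain, and the sample labels do not say which was used. Such other reasons were not tested, and neither were parents or age.

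The WT littermates of total ChREBP-KO mice differed from those of ChREBPβ-deficient mice, a comparison the paper does not report. With limma, 2381 genes were higher and 2739 lower, 5078 in all, with 297 higher and 509 lower at a fold change of at least 1.5. Only the real split among 100 splits of the 16 WT mice (1 of 100) gave as many, and the highest other count was 2710. Arrays of the lines scanned on different days are not the source, since each of the 2 scan days held 4 arrays of each WT group. Because of this balance, the 5286 genes called with scan day as a block add no further test. With slide as a fixed block 725 were higher and 1129 lower, and with slide as a random block 2483 and 2805. The fixed block spends 18 coefficients on 31 arrays, and the cause of the fall was not tested, so a part shared with slides stays open. The knockout arrays enter this comparison only through the shared estimate of spread. Between the lines they differed in the same direction for 77.3% of the 6144 probes called, which 3 of 100 splits of the knockout arrays reached (the highest other share was 79.8%). This is consistent with a difference between the lines that their knockout mice share, as a hypothesis. Parents, housing, age and genetic origin of the lines were not tested, and any of them may contribute.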

How the results depend on the processing

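The alternatives here were set before the data were examined, except the leaving out of spots with outlier flags and fry with slide as a random block. The self-test of the programs and the arrays' signal over background limit what can be seen. With 200 simulated changed probes, a change with a median estimate of 0.30 in log2 was called in 43.5% of them in the ChREBPβ comparison. The adjustment is stricter with fewer changed probes, so this share does not hold for a few changed genes. Changes of probes near background are understated without background subtraction.

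Counts of genes in total ChREBP-KO mice stayed within 1.5 times of 4156 higher and 4087 lower under every setting of signal, background, scaling, filter, block, fit and single array left out. They were 3281 to 4284 and 3268 to 4378, apart from the filter requiring all arrays (2941 and 2844), which tests fewer probes. Single arrays left out gave 3638 to 4189 and 3728 to 4141. With a fold change of at least 1.5 the counts were 781 and 973, and at an adjusted p under 0.01 they were 2603 and 2774. The share of calls that were higher moved by less than 10 percentage points under each scaling, and the median of all probes by less than 0.1. Leaving out outlier spots gave 4163 and 4075.

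The 0 genes higher and 1 lower in ChREBPβ-deficient mice became 0 and 2 with the processed signal (Mlxipl and a non-coding probe on chromosome 4). They became 829 and 837 at an unadjusted limma p, and 968 and 1099 at an unadjusted Mann-Whitney p. No gene was called (0 lower) with slide as a fixed block, separate fits, the adjusted Mann-Whitney test, a fold change of at least 1.5 or an adjusted p under 0.01. Of these, the adjusted Mann-Whitney test could not call a single gene at these group sizes. Single arrays left out gave 0 to 1 higher and 0 to 2 lower. Mlxipl was lost without ChREBPβ-deficient replicates 5 and 6 or WT replicates 6 and 7 (adjusted p up to 0.0674), Slc26a4 was gained without WT replicate 5, and Dmd was gained without WT replicate 2 or ChREBPβ-deficient replicate 1. The Mlxipl difference was -0.49 to -0.42 over these arrays. It was -0.53 with 75th-percentile scaling, -0.52 (adjusted p = 0.30) with slide as a fixed block and -0.45 (adjusted p = 0.218) in separate fits, where fewer arrays give the spread. Mlxipl stayed called in total ChREBP-KO mice, at -1.22 to -1.11.

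The mice were not treated as paired by their replicate numbers, since neither the labels nor the paper give the numbers a meaning and not every pair deviated together. Correlations of same-numbered mice, as deviations from the group means, were -0.156 to 0.533 for 8 pairs of the ChREBPβ line and -0.215 to 0.241 for 7 pairs of the total ChREBP-KO line. In the ChREBPβ line 6 of the 8 were over 0.1, so a factor shared by some numbers there stays open. With the replicate block, 3940 genes were higher and 3905 lower in total ChREBP-KO mice, and 0 were called in ChREBPβ-deficient mice, where Mlxipl was -0.45 (adjusted p = 0.460). The comparison of WT littermates between the lines was not run with this block.

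The difference of effects kept its counts within 1.5 times under the settings of signal, background, scaling, filter, block and single arrays left out. With a fold change of at least 1.5 in addition, its counts were 621 more positive and 922 more negative, and at an unadjusted p under 0.05 they were 4057 and 3893. The counts for the WT littermates of both lines changed to 725 and 1129 with slide as a fixed block, where 39.1% of calls were higher against 46.5%, and to 1780 lower with the filter requiring all arrays. The causes were not tested.

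In ChREBPβ-deficient mice small differences that were never called changed sign. Acaca was -0.022 with 75th-percentile scaling, -0.00089 with slide as a fixed block, and -0.068 to 0.13 over single arrays left out. Elovl6 was -0.027 to 0.29 over single arrays. In total ChREBP-KO mice Srebf2 (A_55_P2740132) was 0.0026 under normexp and -0.057 to 0.049 over single arrays. The 5 other lipogenesis genes stayed lower in total ChREBP-KO mice in each alternative.

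The ChREBP targets in ChREBPβ-deficient mice had a median of 0.049 to 0.19 over single arrays and lost their call without replicates 5 or 8 or WT replicates 2 or 6. They also lost it with slide as a fixed block (0.089, adjusted p = 0.136) and under fry (0.11, adjusted p = 0.748). Camera takes no random block. Fry with slide as a random block made the same calls as fry without it for the ChREBP targets (0.11, adjusted p = 0.721) and the brown fat lists of Supplemental Table 2. Of 19 lists in 2 directions, 9 were over-represented, 16 without a filter, which enlarges the background with dim genes, and 14 under fry. Of those 9, the clock and cholesterol synthesis lost their call in 13 and 11 of 45 alternatives.

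The brown fat genes of Supplemental Table 2 moved little in ChREBPβ-deficient mice. The list specific to ChREBPβ and higher in brown fat (median 0.05, camera adjusted p = 0.0610) was called with the processed signal (0.094, adjusted p = 0.0193), normexp (0.027, 0.0376), 75th-percentile scaling (0.068, 0.0328), the deposited values (0.052, 0.0486) and scan date (0.058, 0.0462). It was 0.022 to 0.084 over single arrays, and was also called without ChREBPβ-deficient replicate 7 (adjusted p = 0.0470), WT replicate 1 (0.0454) or WT replicate 7 (0.0315). The specific list lower in brown fat changed from -0.02 to 0.029 with the filter requiring all arrays and to 0.076 with slide as a fixed block, and was -0.037 to 0.016 over single arrays. The common list higher in brown fat was -0.026 to 0.020 over single arrays. In total ChREBP-KO mice camera and fry both called the common lower list, and fry in addition called the common higher list (0.089, adjusted p = 0.000397) and the specific lower list (-0.13, adjusted p = 0.00774). With slide as a random block as well, fry gave 0.10 (adjusted p = 0.000264) and -0.13 (adjusted p = 0.00701) for these.

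The share of genes called within 20 Mb of Mlxipl was 36.0% (one-sided Fisher's exact p = 0.150). One-sided Fisher's exact p passed 0.05 with the processed signal (38.0%, p = 0.0488), without a filter (25.6%, p = 0.000925), with slide as a fixed block (30.6%, p = 0.0332) and in separate fits (33.6%, p = 0.0288), and was 33.6% to 36.6% over single arrays (p = 0.0212 to 0.196), passing without any of 5 mice. The causes of these changes were not tested.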

Differences from the paper's values

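The paper's Fig. 2A shows about 690 genes higher and about 770 lower in the liver of total ChREBP-KO mice, read by eye. Here 4156 were higher and 4087 lower at a limma adjusted p under 0.05. Of the alternatives set before the data were examined, a fold change of at least 1.5 in addition to the adjusted p gave 781 and 973, within 1.5 times of the paper's values. No other alternative did so. They gave 2603 to 5529 higher and 2774 to 5248 lower.

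For ChREBPβ-deficient mice the paper's Fig. 2A shows about 0 genes higher and about 0 lower in the liver, read by eye. Here 0 were higher and 1, Mlxipl, was lower. Of the alternatives set before the data were examined, slide as a fixed block, the replicate block, separate fits of each line, the adjusted Mann-Whitney test, a fold change of at least 1.5, an adjusted p under 0.01, and leaving out ChREBPβ-deficient replicate 5 or 6 or WT replicate 6 or 7 gave 0 lower. The other alternatives gave at least 1, with 837 at an unadjusted limma p and 1099 at an unadjusted Mann-Whitney p. The adjusted Mann-Whitney test could not call a single gene at these group sizes, so its 0 does not bear on Mlxipl.

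The paper states that liver gene expression did not change significantly without ChREBPβ. Mlxipl was called here, with a log2 difference of -0.45 (limma adjusted p = 0.0152). Mlxipl is the gene edited in these mice, and the paper reports that their ChREBPβ mRNA was absent. A lower Mlxipl signal may therefore be the deletion itself, although the exons of the probes were not assigned. It is no evidence of a change in another gene.

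Supplemental Figure 2A shows retinol metabolism as the leading pathway among genes higher in total ChREBP-KO liver. The tests here drew on the 4156 genes called higher, far more than the paper's Fig. 2A shows. They were not run with a fold change of at least 1.5, so the results are not a like comparison. With the hand-written list, 7 of 22 genes were higher (one-sided Fisher's exact test, adjusted p = 0.196). The list passed without a filter on dim probes (adjusted p = 0.0157), with slide as a fixed block (adjusted p = 0.0266), without total ChREBP-KO replicate 1 (adjusted p = 0.0251) and under fry (adjusted p = 0.00189).

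The same figure shows glycolysis and starch and sucrose metabolism among the pathways of genes lower in total ChREBP-KO liver. For these lists too, the 4087 genes called lower were far more than the paper's Fig. 2A shows, and no fold change was required. Here 6 of 14 genes of glycolysis were lower (one-sided Fisher's exact test, adjusted p = 0.0801). That list passed without a filter (adjusted p = 0.0328), without WT littermate replicate 7 of the line (adjusted p = 0.0149), and under camera and fry. Glycogen, starch and sucrose metabolism had 5 of 12 genes lower (adjusted p = 0.126). It passed without a filter (adjusted p = 0.0180), with the deposited values (adjusted p = 0.0313), without total ChREBP-KO replicate 5 (adjusted p = 0.0246) or 7 (adjusted p = 0.0348) or WT littermate replicate 6 (adjusted p = 0.0395), under fry, and without outlier spots (adjusted p = 0.0332), an alternative chosen after seeing the values.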

Other observations

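The tests of the clock, the pancreatic genes and the 100 leading probes of ChREBPβ-deficient mice, and the share within 5 Mb of Mlxipl, were chosen after the results were seen. The counts of splits for both knockout comparisons, the share within 20 Mb of Mlxipl and the comparison of signs between the lines were set before.

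Among 100 splits of the 15 mice of the total ChREBP-KO line, only the real split (1 of 100) called as many genes, and the highest other count was 3569, so chance can be excluded for the count of 8118. In the ChREBPβ line 6 of 100 splits, the real 1 included, called at least 1 gene, with up to 447 genes, so chance cannot be excluded for that count. It does not bear on Mlxipl alone, whose exact permutation test is a comparison of a single gene chosen in advance.

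A small effect of ChREBPβ on the genes that respond to the loss of both isoforms was asked for with the signs of the changes. Of the 10477 probes called in total ChREBP-KO mice, 52.1% changed in the same direction in ChREBPβ-deficient mice, which 42 of 100 splits of the ChREBPβ line reached, and other splits gave 32.4% to 69.2%. Over single arrays left out the share was 47.9% to 55.9%. The correlation of log2 changes across these probes, which are not independent replicates, was 0.087. Co-regulated genes move together by chance, so a small shared effect and no effect cannot be told apart here. The 100 probes with the smallest p in ChREBPβ-deficient mice gave another view. Of these, 34 were called in total ChREBP-KO mice in the same direction, where other splits gave a median of 10 and at most 41, and 4 of 100 splits gave as many. This is consistent with a small effect of the loss of ChREBPβ on a part of the same genes, as a hypothesis. After Mlxipl the smallest p-values, chosen after they were seen, were those of Dmd, with a log2 difference of -0.39 (lower than the WT mean in 8 of 8 mice, -0.87 in total ChREBP-KO mice), and Slc26a4, with 0.50 (higher in 8 of 8 mice, 2.03 in total ChREBP-KO mice), both at a limma adjusted p of 0.182 in ChREBPβ-deficient mice.

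In ChREBPβ-deficient mice several lists were shifted upward by camera, whose preset correlation is low. They were fatty acid degradation (median 0.10, adjusted p = 3.09e-09), valine, leucine and isoleucine degradation (0.06, adjusted p = 2.04e-06), cholesterol synthesis (0.13, adjusted p = 3.23e-06), retinol metabolism (0.12, adjusted p = 1.01e-05), fatty acid synthesis (0.11, adjusted p = 0.0307) and the circadian clock (0.13, adjusted p = 0.0460). Under fry only retinol metabolism passed (adjusted p = 0.0410). No member of these lists was called.

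Some lists that were higher in total ChREBP-KO mice were lower in their WT littermates than in the WT littermates of the ChREBPβ line. Fatty acid degradation had a median of 0.25 in total ChREBP-KO mice against WT littermates and of -0.26 between the WT groups (camera adjusted p = 1.74e-11, fry adjusted p = 0.000109). For valine, leucine and isoleucine degradation the medians were 0.17 and -0.19. Both comparisons contain the same WT littermates with opposite sign, so opposite changes can also come from the sampling of these mice. The difference of effects between the lines was called for fatty acid degradation (median 0.17, camera adjusted p = 0.000343, fry adjusted p = 0.0228) and not for valine, leucine and isoleucine degradation (camera adjusted p = 0.195, fry adjusted p = 0.217). Cholesterol synthesis was also lower between the WT groups (median -0.45, camera adjusted p = 6.42e-13, fry adjusted p = 0.000405). Neither camera nor fry called it in total ChREBP-KO mice, where the one-sided Fisher's exact test called it among higher genes (adjusted p = 0.0288). For the difference of effects it was called by neither camera (adjusted p = 0.488) nor fry (adjusted p = 0.698). There its median of 0.04 and mean of -0.06 differ in sign. The ChREBP targets were higher in WT littermates of the total ChREBP-KO line (median 0.30, camera adjusted p = 0.000255, fry adjusted p = 0.0654).

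A knockout made in stem cells of another strain can carry donor DNA around the targeted gene. Within 20 Mb of Mlxipl 204 of 566 genes (36.0%) were called in total ChREBP-KO mice, against 33.9% elsewhere (one-sided Fisher's exact p = 0.150). Within 5 Mb, a distance chosen after the data were seen, 67 of 166 were called (40.4%, one-sided Fisher's exact p = 0.0480). Donor DNA around Mlxipl cannot be told apart from its absence by these shares, which pass the threshold under some alternatives and not under others.

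Clock genes differed between total ChREBP-KO mice and their WT littermates, with Dbp higher by 3.19 and Arntl changed by -1.38 on the log2 scale. In the ChREBPβ line Dbp fell into separate clusters. It was 11.83 to 15.26 in ChREBPβ-deficient replicates 1 to 6 and WT replicates 1 to 4, and 8.22 to 10.05 in ChREBPβ-deficient replicates 7 and 8 and WT replicates 5 to 8. Both clusters held arrays of both scan days. Its SD was 2.29 and 3.12 in the groups of this line, against 0.62 and 0.72 in total ChREBP-KO mice and their WT littermates. If the whole clock were shifted in total ChREBP-KO mice, the change of each clock gene should follow its slope on Dbp among the 16 mice of the ChREBPβ line. Across 13 clock genes, which are not independent replicates, Pearson's r was 0.881 (permutation p = 8e-05) and Spearman's rho 0.83 (permutation p = 0.00078), and r was 0.803 without the 2 farthest genes. This was the only relation computed. A different time of sampling, or an effect of the knockout on the clock, may give such a shift, and the labels give no time of day. As the cause of the whole count of regulated genes such a shift was argued against, since 6588 genes were called with Dbp as a covariate, 5729 of them among the 8118, and the 5 lipogenesis genes remained lower. With the covariate Mlxipl was still the 1 gene called in ChREBPβ-deficient mice (-0.44, limma adjusted p = 0.0103).

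Exocrine pancreas genes were high in 3 WT littermates of total ChREBP-KO mice, replicates 2, 7 and 8. Their mean levels were 2.47, 1.36 and 1.47 relative to the mean of all arrays, against at most 0.43 on the other 28 arrays. Of the 12 genes on the list 7 passed the filter, and Cela1 (A_55_P2792405) is bright in all livers. In the 3 mice Cela3b was at 10.41, 8.49 and 8.81, against at most 5.58 on the others. Cel, Ctrb1 and Cela3b were called lower in total ChREBP-KO mice (adjusted p = 0.0478, 0.0464 and 0.0346), calls that rest on these mice, while the list as a whole was not over-represented among lower genes (3 of 7, adjusted p = 0.240), except without a filter and with slide as a fixed block. A candidate explanation is pancreatic RNA in these liver samples. A second list of 24 pancreatic genes, of which 9 were tested, followed the first across the 31 arrays, as deviations from the group medians. Spearman's rho was 0.581 (permutation p = 0.00075, 0.00225 adjusted over 3 relations) and Pearson's r was 0.547 (permutation p = 0.0118). Without the 2 farthest arrays rho was 0.503 and r 0.306, so the linear relation rests on those arrays. Within the 8 WT littermates of the line rho was 0.833 (permutation p = 0.0150, 0.0161 adjusted), and over the other 23 arrays 0.500 (permutation p = 0.0161). Pla2g1b was not raised in the 3 mice and gave a low signal on all arrays, which leaves open whether its probe responds. In total ChREBP-KO replicate 5 Tff2 was at 16.27 and Zg16 at 12.74, and in ChREBPβ-deficient replicate 5 they were at 13.28 and 8.04, while Cel and Cela3b were not raised in either. On the second list these 2 mice reached 2.84 and 1.23, so a high level there does not need the genes of the first. No explanation was tested for these 2 mice.

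The adipocyte list held 0 called genes of 7 tested in total ChREBP-KO mice. Of the red blood cell genes 1 of 5, Alas2, was called higher, and between the WT groups the list was higher in the total ChREBP-KO line (median 0.98, camera adjusted p = 0.000928, fry adjusted p = 0.00139). Of the male and female genes, Xist was well above background on 1 of 31 arrays, and the probes of Kdm5d (A_51_P283044) and Eif2s3y on all 31, and 2 of 4 genes were called higher in total ChREBP-KO mice (one-sided Fisher's exact test, adjusted p = 0.316). Raet1a, chosen after its value was seen, differed by -2.58 in WT littermates of the total ChREBP-KO line against those of the ChREBPβ line (limma adjusted p = 1.27e-07).

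The paper reports the genes of Supplemental Table 2 for brown adipose tissue. In the liver of total ChREBP-KO mice, 24 of 60 genes of the list that was lower in brown fat of both lines were called lower (adjusted p = 0.000204), with a median of -0.10 (camera adjusted p = 0.000511). Mlxipl, Rgs16 and Tkt are among them. The list that was higher in both lines had 10 of 33 genes higher (adjusted p = 0.140). The lists specific to ChREBPβ had 3 of 15 genes higher and 5 of 15 lower among those higher in brown fat (adjusted p = 0.943 and 0.240), and 1 of 7 lower among those lower in brown fat (adjusted p = 1). In ChREBPβ-deficient mice none of the 4 lists was called by camera, and for the common higher list and the specific lower list the median and the mean or the test differed in sign. The medians were 0.05 and -0.02 for the specific higher and lower lists, and -0.0090 and 0.02 for the common higher and lower lists.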
